# Oxygen-dependent proteolysis regulates the stability of angiosperm polycomb repressive complex 2 subunit VERNALIZATION 2

**DOI:** 10.1038/s41467-018-07875-7

**Published:** 2018-12-21

**Authors:** Daniel J. Gibbs, Hannah M. Tedds, Anne-Marie Labandera, Mark Bailey, Mark D. White, Sjon Hartman, Colleen Sprigg, Sophie L. Mogg, Rory Osborne, Charlene Dambire, Tinne Boeckx, Zachary Paling, Laurentius A. C. J. Voesenek, Emily Flashman, Michael J. Holdsworth

## Abstract

The polycomb repressive complex 2 (PRC2) regulates epigenetic gene repression in eukaryotes. Mechanisms controlling its developmental specificity and signal-responsiveness are poorly understood. Here, we identify an oxygen-sensitive N-terminal (N-) degron in the plant PRC2 subunit VERNALIZATION(VRN) 2, a homolog of animal Su(z)12, that promotes its degradation via the N-end rule pathway. We provide evidence that this N-degron arose early during angiosperm evolution via gene duplication and N-terminal truncation, facilitating expansion of PRC2 function in flowering plants. We show that proteolysis via the N-end rule pathway prevents ectopic VRN2 accumulation, and that hypoxia and long-term cold exposure lead to increased VRN2 abundance, which we propose may be due to inhibition of VRN2 turnover via its N-degron. Furthermore, we identify an overlap in the transcriptional responses to hypoxia and prolonged cold, and show that VRN2 promotes tolerance to hypoxia. Our work reveals a mechanism for post-translational regulation of VRN2 stability that could potentially link environmental inputs to the epigenetic control of plant development.

## Abstract (web summary)

VRN2 is a Polycomb Repressive Complex 2 subunit, best known as a regulator of vernalization that accumulates during prolonged cold. Here Gibbs *et al*. show that VRN2 is degraded via the N-end rule pathway, which  prevents ectopic accumulation of VRN2 in the absence of appropriate environmental stimuli.

## Introduction

Polycomb group (PcG) proteins are essential regulators of gene expression in eukaryotes, functioning as multiprotein complexes to establish epigenetically silenced states on their gene targets^1–3^. One of the best characterized of these complexes is the polycomb repressive complex 2 (PRC2), which catalyses the deposition of the repressive histone H3 lysine 27 trimethylation (H3K27me3) mark on chromatin^4,5^. This modification is mitotically stable and therefore acts as a long-term (yet reversible) suppressor of gene transcription. PRC2 activity controls cell identity, developmental transitions and the establishment of environmental memory across kingdoms^4,5^. Although many PRC2 functions and gene targets have been identified, mechanisms underpinning signal perception and transduction via this complex, as well as its developmental specificity, are still poorly understood.

The canonical PRC2 comprises four subunits: ENHANCER OF ZESTE [E(z)], SUPRESSOR OF ZESTE 12 [Su(z)12], EXTRA SEX COMBS (Esc) and p55^2,4,5^. E(z) is the catalytic component with histone-methyltransferase (HMTase) activity, whilst Su(z)12 and Esc are both required for complex integrity and facilitating methylation by E(z)^2,6^. A wide range of context-specific binding partners also contribute to specificity, efficiency and robustness of PRC2 activity^2,5^. In contrast to animals, plants encode multiple copies of PRC2 subunits^5,7^, allowing the formation of different complexes with distinct functions, although knowledge of how and why these components diverged during evolution to acquire new roles is limited. In *Arabidopsis thaliana*, PRC2 complexes are classified depending on which one of three Su(z)12-like subunits they recruit: FERTILIZATION INDEPENDENT 2 (FIS2), EMBRYONIC FLOWER 2 (EMF2) or VERNALIZATION 2 (VRN2)^5,7,8^. FIS2-PRC2 inhibits seed development in the absence of fertilization^9^, whilst EMF2-PRC2 promotes vegetative growth through suppressing flowering^10^. VRN2-PRC2 has several developmental functions^11–13^, but is best known as a key regulator of vernalization, the epigenetic process by which long-term cold exposure promotes the transition from vegetative to reproductive development^14^. During vernalization, VRN2-PRC2 methylates and silences the floral repressor gene *FLOWERING LOCUS C* (*FLC*), thereby encoding a memory of cold that permits flowering once warm temperatures return. A molecular mechanism regulating the cold-triggered accumulation^15^ of VRN2 required for this process is not known.

The evolutionarily conserved N-end rule pathway regulates protein destruction through the recognition of N-terminal degradation sequences (N-degrons) in target proteins, which promote their ubiquitylation by specific E3 ligases (N-recognins)^16–18^. Several branches of the N-end rule pathway are known, which mediate a broad range of growth, developmental and stress-associated processes across kingdoms (reviewed in refs. ^16,17^). In plants, group VII ETHYLENE RESPONSE FACTOR (ERFVII) transcription factors are Methionine-Cysteine- (Met-Cys-; MC-) initiating substrates of the arginylation (Arg)/N-end rule pathway^19–21^, which are regulated by oxygen (O_2_) and nitric oxide (NO), similar to several REGULATOR OF G PROTEIN SIGNALLING (RGS) proteins in mammals^22,23^. ERFVIIs are targeted for destruction in normoxia via O_2_-dependent oxidation of Nt-Cys, which involves the successive actions of METHIONINE AMINOPEPTIDASES, PLANT CYSTEINE OXIDASES (PCOs)^24,25^, ARGINYL TRANSFERASES (ATEs), and recognition by the N-recognin PROTEOLYSIS6 (PRT6) (summarized in Fig. 1a). NO is also required for degradation^21^, although whether it is involved in Nt-Cys oxidation, or acts indirectly via other factors is currently not known. Under low-O_2_ conditions (hypoxia), Nt-Cys oxidation is limited, leading to increased protein accumulation and function. Thus, ERFVII stability and activity is coupled to O_2_ (and NO) availability, which is important for regulating the survival of flooding stress, other abiotic and biotic stresses, and photomorphogenesis^26–29^. We hypothesized that hypoxia may regulate further aspects of development or environment-response through modulating the stability of other MC-initiating regulatory proteins with different cellular functions.

**Fig. 1:**
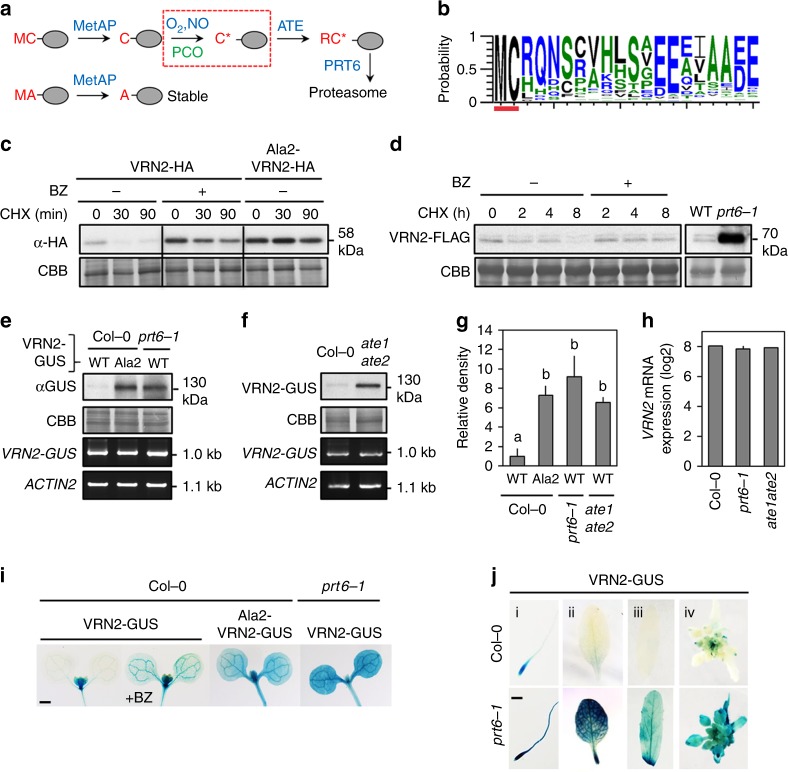
VRN2 is a substrate of the Arg/N-end rule pathway of proteolysis. **a** N-terminal processing events leading to degradation of Met-Cys- (MC)-proteins via the Arg(R)/N-end rule pathway: MetAP methionine aminopeptidase, PCO plant cysteine oxidase (specific to plants), ATE arginyl transferase, PRT6 proteolysis 6, C* Cys-sulfinic acid (oxidised Cys); red box is gas-dependent step. **b** Probability plot of AA by position in VRN2-like sequences derived from sequenced angiosperms following MUSCLE alignment, highlighting the conserved MC N-terminus (red bar). See Supplementary Data 2 for sequence data. **c** In vitro cycloheximide (CHX) chase of WT and mutant (Ala2) VRN2-HA (±bortezomib; BZ). CBB Coomassie brilliant blue (showing equal loading). **d** CHX-chase of VRN2-FLAG in 7-day-old seedlings ± BZ treatment, and steady state levels in *prt6-1* vs WT. **e**, **f** Protein and mRNA levels of WT and mutant (Ala2) VRN2-GUS in Col-0, *prt6-1 and ate1 ate2* seedlings. **g** VRN2-GUS protein accumulation in Col-0, *prt6-1* and *ate1 ate2* shown as relative density. Data is averaged from western blots for three independent lines for each transgene (see also Supplementary Figure 1a and b). Letters indicate one-way ANOVA; Tukey’s test. **h** *VRN2* mRNA expression levels in Col-0, *prt6-1* and *ate1 ate2*, taken from published microarray data^19^. **i** Histochemical staining of 7-day-old Col-0 or *prt6-1* seedlings expressing WT or mutant (Ala2) VRN2-GUS ± BZ. Lines are the same as those presented in (**e**) and (**f**). Scale bar 500 μm. See also supplementary Figure 2a for biological reps. **j** Histochemical staining of (i) 7-day-old seedling primary root tip, (ii) rosette leaf, (iii) cauline leaf and (iv) inflorescence of Col-0 and *prt6-1* lines expressing WT VRN2-GUS. Scale bar in (i), 500 μm. Source data are provided as a Source Data file

Here, we identify the plant PRC2 subunit VRN2 as a substrate of the Arg/N-end rule pathway via its conserved N-terminal Cys2 residue. Despite constitutive *VRN2* expression, this post-translational regulation confines VRN2 to the meristems of roots and shoots under non-vernalizing and aerobic growth conditions. We show that both submergence-induced hypoxia and long-term cold exposure lead to enhanced VRN2 accumulation throughout the plant. Cold-exposure induced several transcriptional and post-translational changes typically associated with hypoxia, including ERFVII stabilization and accumulation of hypoxia-related transcripts, suggesting overlap in the cellular response to both conditions. Thus our work identifies the N-end rule pathway as a key determinant of tissue-specific and environment-responsive VRN2-PRC2 activity. Furthermore, phylogenetic and biochemical analyses provide evidence that the N-degron of VRN2 was exposed early in angiosperm evolution through gene duplication and N-terminal truncation of an ancient homolog, which facilitated the expansion of PRC2 function in plants through linking the stability of Su(z)12 to the perception of the environment.

## Results

### VRN2 is a substrate of the Arg/N-end rule pathway

We identified VRN2 as a candidate target N-end rule substrate, due to its MC-initiating N-terminus, which is conserved throughout angiosperms (Fig. 1b). Wild type (WT) VRN2-HA expressed in an in vitro rabbit reticulocyte system (containing functional N-end rule pathway components^19^) was degraded following treatment with the translation inhibitor cycloheximide (CHX), whereas co-treatment with the proteasome inhibitor bortezomib (BZ), or mutation of Cys2 to Alanine (Ala; a stabilizing residue), prevented this turnover (Fig. 1c). VRN2-FLAG^15^ was also unstable in transgenic seedlings, but stabilized by BZ, indicating it is regulated via the 26S proteasome in vivo (Fig. 1d). To test if this regulation is linked to the N-end rule pathway, we introduced *VRN2-FLAG* into *prt6-1* (that lacks PRT6 E3 ligase activity^19^), and observed increased protein accumulation compared to WT (Fig. 1d). Next, we generated a series of transgenic plants expressing WT or mutant (Ala2) VRN2-GUS (β-glucuronidase) fusions driven by approximately 2 kb of the native *VRN2* promoter. Similarly to VRN2-FLAG, we observed accumulation of VRN2-GUS in both *prt6-1* and *ate1 ate*2 (that lacks ATE activity^19^), as well as higher steady-state levels of mutant Ala2-VRN2-GUS protein relative to WT VRN2-GUS in Col-0 (Fig. 1e–g and Supplementary Figure 1a, b). Transgene-specific RT-PCR showed that there were no significant differences in WT-VRN2-GUS or Ala2-VRN2-GUS expression in the different genetic backgrounds, confirming that these changes in abundance relate to post-translational control, and published microarray data^19^ confirmed that endogenous *VRN2* mRNA levels are also similar across genotypes (Fig. 1h). Histochemical staining of 7-day-old seedlings showed that VRN2-GUS in WT is largely confined to the meristematic regions of shoots and roots (Fig. 1i, j and Supplementary Figure 2a, b). In contrast, treatment with BZ, expression in *prt6-1*, or an Ala2 mutation, all led to enhanced stability and a much broader domain of accumulation throughout seedlings and adult plants (Fig. 1i, j and Supplementary Figure 2). This reveals that the N-end rule pathway confines VRN2 accumulation to meristematic tissues, despite constitutive *VRN2* RNA expression^19^ (Supplementary Figure 3).

### VRN2 is regulated by O_2_ and contributes to hypoxia tolerance

Since degradation of VRN2 via the N-end rule pathway is dependent on its Cys2 residue, we examined the influence of O_2_ and NO on VRN2 stability. We observed strong post-translational accumulation of VRN2-FLAG and VRN2-GUS in seedlings exposed to submergence-induced hypoxia or the NO scavenger cPTIO (Fig. 2a–d and Supplementary Figure 2a). We also found that recombinant Arabidopsis PCOs could oxidize in vitro the Nt-Cys residue of a peptide representing the Met1-excised N-terminus of VRN2. Mass shifts of 32 Da were observed in the presence of all 5 PCOs (Fig. 2e and Supplementary Figure 4a), signifying O_2_-dependent Cys-sulfinic acid generation, which is required for subsequent ATE activity and recognition by PRT6^25^. Previous work showed that *prt6-1* has enhanced hypoxia resistance, due to the constitutive accumulation of ERFVIIs^19^. To assess if ectopic VRN2 accumulation in *prt6-1* also contributes to this resilience, we isolated a new null T-DNA allele in Col-0, *vrn2-5* (Supplementary Figure 5), and generated combination mutants for assessing seedling root tip survival following hypoxic stress. Survival of root tips under hypoxia was much greater in *prt6-1* than Col-0, but was significantly reduced in the *prt6-1 vrn2-5* double mutant (Fig. 2f). This double mutant was also more sensitive than *prt6-1* to root waterlogging (Fig. 2g), a distinct but eco-physiologically relevant root hypoxia stress. Collectively, these data define an O_2_-sensitive Cys2 N-degron in VRN2. This N-degron restricts VRN2 accumulation to meristems, which are proposed to be naturally hypoxic due to high metabolic activity and oxygen consumption^30^. VRN2 is stabilized throughout the plant in response to low-O_2_, where our genetic evidence suggests it contributes to hypoxic stress-survival.

**Fig. 2:**
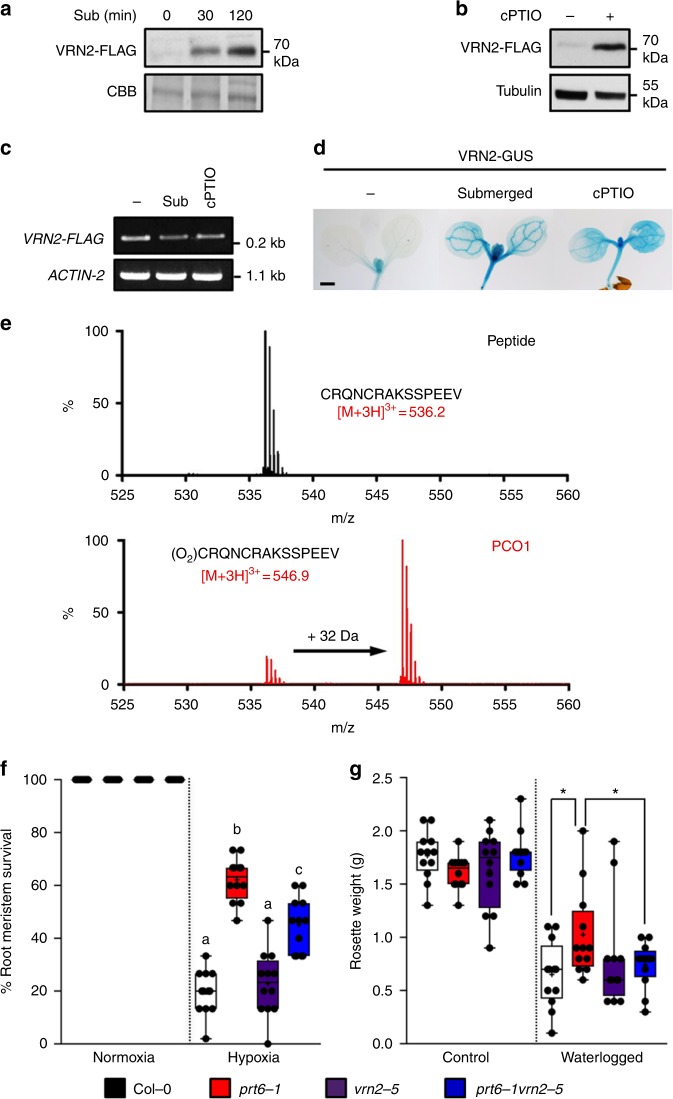
VRN2 is regulated by O_2_ and NO availability and positively regulates hypoxia tolerance. **a** VRN2-FLAG protein accumulation during a submergence time course. **b** VRN2-FLAG protein accumulation ± NO scavenger cPTIO. **c** mRNA levels of *VRN2-FLAG*  ± submergence or cPTIO treatment. **d** Histochemical staining of 7-day-old Col-0 seedlings expressing WT VRN2-GUS ± submergence-induced hypoxia or cPTIO treatment. Scale bar 500 μm. See also Supplementary Figure 2a for biological reps. **e** LC–MS spectra showing the VRN2_2–15_ peptide species identified following incubation with or without recombinant PCO1. A product with a mass increase of +32 Da, indicating O_2_-dependent Cys conversion to Cys-sulfinic acid, was only observed in the presence of PCO1. **f** Root tip survival data for 4-day-old Arabidopsis seedlings in normoxia or following 4 h hypoxia treatment (*n* = 15 × 9 for each genotype). Letters indicate one-way ANOVA; Tukey’s test (*p* < 0.01). **g** Rosette weight of soil-grown plants ±21 days waterlogging treatment (*n* = 12 for each genotype). ANOVA was not significant (*p* < 0.08). Pairwise *t*-tests (shown on graph; Col-0 vs *prt6-1* and *prt6-1* vs *prt6-1 vrn2-5*) were significant (*p < 0.05). Box and whiskers plots show replicates (dots), max and min, 25th to 75th percentiles, median and mean (+). Source data are provided as a Source Data file

### VRN2 abundance is restricted in the absence of cold

We next investigated whether the N-end rule pathway regulates the known post-translational accumulation of VRN2 in response to long-term cold exposure, which is required for vernalization^14,15^. VRN2-GUS protein levels increased in Col-0 seedlings after 1 week at 5 °C, without any detectable mRNA changes (Fig. 3a). In contrast, VRN2-GUS was already present at high levels in *prt6-1* at 22 °C, showing only a small increase during cold treatment. This enhanced abundance was maintained throughout subsequent continued cold exposure. The spatial patterning of VRN2-GUS in seedlings after 4 weeks at 5 °C resembled that observed in *prt6-1* (or mutant Ala2-VRN2-GUS in WT) at 22 °C, and was inversely correlated with cold-responsive *pFLC::FLC-GUS*^31^ repression observed in the vernalization-dependent C24 background (Fig. 3b and Supplementary Figure 2c), in accordance with *FLC* being repressed by VRN2-PRC2. A return to 22 °C after 4 weeks of cold exposure led to depletion of VRN2 in both WT and *prt6-1*, indicating the presence of other degron(s) in VRN2 independent of the Arg/N-end rule pathway. These data reveal that the N-end rule pathway limits VRN2 accumulation under non-vernalizing conditions.

**Fig. 3:**
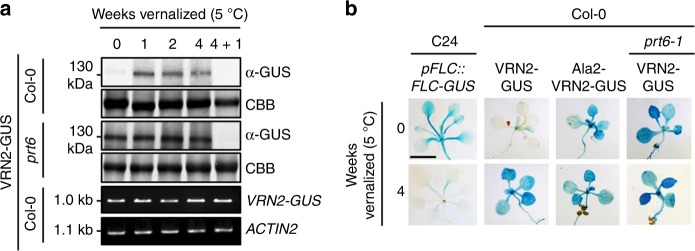
The N-end rule pathway restricts VRN2 accumulation under non-vernalizing conditions. **a** Protein and mRNA levels of WT VRN2-GUS in vernalized (1–4 weeks) Col-0 and *prt6-1* seedlings. 4 + 1 refers to 1 week ‘recovery’ at 22 °C following vernalization. **b** Histochemical staining of seedlings expressing *pFLC::FLC-GUS* (C24 background), and WT or mutant (Ala2) VRN2-GUS in Col-0 and *prt6-1*, ±4 weeks vernalization. Scale bar 5 mm. See also Supplementary Figure 2c for biological reps. Source data are provided as a Source Data file

### Molecular responses to cold-exposure and hypoxia

The pattern of VRN2 protein accumulation in response to cold (Fig. 3b) is similar to that observed in response to submergence (Fig. 2d). In both conditions, the accumulation of VRN2 could be determined by reduced degradation via its N-degron. We therefore considered possible mechanism(s) by which long-term cold exposure might promote stabilization of VRN2. Previous studies showed that ALCOHOL DEHYDROGENASE (ADH), a key hypoxia-induced protein, accumulates in cold-treated plants (including Arabidopsis, maize and rice)^32,33^. Therefore, we investigated the potential link between gene-expression regulation in response to long-term cold and hypoxia. 

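RNA from wild-type (Col-0) Arabidopsis seedlings was sequenced in 2 groups of 3 libraries. Non-vernalized seedlings (0v) had grown for 11 days at 22 °C. The vernalized seedlings (4v) had grown for 7 days at 22 °C and then for 28 days at 5 °C, so that the groups differed in age (11 and 35 days) as well as in temperature. The replicates of a group came from separate plates. Libraries were made from polyadenylated RNA, and the authors quantified the reads against TAIR10 with Kallisto and divided the counts by 1 size factor per library in DESeq2. The deposited values are thus normalized counts, and the step that 1 read makes in each library gave back whole reads for 99.99% of the values. The tolerance was 0.05 of a read plus an allowance that grew with the count, so that it hardly tests the genes with the most reads. The recovered totals were 1785974, 1645379 and 20005225 reads in 0v replicates 1, 2 and 3, and 1636687, 23141488 and 1836717 reads in 4v replicates 1, 2 and 3. The median gene had 24 to 30 reads in the 4 shallow libraries and 322 and 441 in the 2 deep ones, so that counting error for low transcripts was larger in the former. The groups were compared here with limma on log2(normalized count + 4), for the 16771 genes with a mean normalized count of at least 10, two-sided and with Benjamini-Hochberg adjustment. A gene was called higher or lower in 4v at an adjusted *p* under 0.05, and log2 fold changes on this scale understate the change of genes with few reads. In all, 1083 genes were higher and 1172 lower in 4v. Leaving out 0v replicate 1 gave 550 and 519, 0v replicate 2 gave 653 and 756, 4v replicate 1 gave 260 and 400, 4v replicate 2 gave 369 and 497, 4v replicate 3 gave 340 and 485, and 0v replicate 3 gave 1521 and 1440. With limma-voom on the recovered reads 2498 were higher and 2318 lower, with the authors' deposited *p*-values 2170 and 2312, and with all libraries thinned to the shallowest 191 and 259. The normalized counts of 39.2% of the genes did not overlap between the groups, where chance gives 10%. The 4 shallow libraries alone gave 762 higher and 863 lower genes, of which 519 and 654 were also called with all 6. The test, the rule for the genes that are named and the 20 gene lists were fixed before the deposited values were examined, but after values of these libraries in the first 1035 rows of Supplementary Data 1 had been seen in part. Genes with near-identical copies and genes that overlap a neighbor on the opposite strand can take each other's reads, since the strand setting of the counting is not given in the sources used here.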

Using RNA seq analysis of non-vernalized vs 4-week-vernalized seedlings, we compared cold-induced transcripts with those induced by hypoxia^21^. This revealed a significant overlap in gene expression between the two conditions (*p* < 0.0015; hypergeometric test^21^). 

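Genes known to respond to hypoxia went both ways in the 4v seedlings. Of 57 such genes, listed here from the literature and not from the study's hypoxia data, 48 could be tested; 10 were higher in 4v, 7 were lower and 31 did not pass (limma with Benjamini-Hochberg adjustment; also 10 and 7 when adjusted over the list alone). Of the 10 that rose, 8 belong to the Fig. 4a heat map. The other 2 were *RVE2*, a MYB-like transcription factor gene related to the morning clock genes, and *AT5G63130*. *RVE2* had 136 ± 86.2 normalized counts (SD, n = 3) in 0v and 571 ± 60.1 in 4v (log2 fold change of 2.21, SE 0.40, adjusted *p* = 0.0164 from limma), and *AT5G63130* had a log2 fold change of 1.97 (SE 0.44, adjusted *p* = 0.029 from limma). Among the 7 that fell were *HUP54*, *HUP26* and *HUP32*, which carry the name HYPOXIA RESPONSE UNKNOWN PROTEIN. *HUP54*, on chromosome 4 from 13727370 to 13729002 of TAIR10, went from 1105 ± 141 normalized counts in 0v to 105 ± 29.9 in 4v (log2 fold change of −3.38, SE 0.24, adjusted *p* = 0.00111 from limma). The log2 fold changes of *HUP26* and *HUP32* were −2.04 and −2.46 (adjusted *p* = 0.0129 and 0.0273). The other 4 were *PP2-A13*, a phloem protein-like F-box gene (−1.85), the uridine kinase-like gene *UKL3* (−1.55), *AT5G65207* (−1.31) and *AT2G15880*, which had 416, 306 and 1910.4 normalized counts in the 0v replicates and 18.3, 15.4 and 19.9 in the 4v replicates. Listed genes were called higher more often than the other genes tested (odds ratio 3.84, Fisher's exact test, two-sided, *p* = 0.000831). The study chose the 12 heat map genes on these samples, so that they are not independent evidence of a direction. Of the other 36 tested, 2 were higher, 7 were lower and 27 did not pass, and the odds ratio was 0.85 (Fisher's exact test, *p* = 1). Taking out genes that were picked for rising on these samples leaves fewer that rise. The remaining 36 are therefore not independent of that choice either, and the 0.85 cannot show that hypoxia-response genes outside the heat map lack a rise. The median log2 fold change of the 48 genes was 0.55, with a *p* of 0.0835 from camera with a preset correlation, a *p* of 0.218 with an estimated correlation, and a *p* of 0.0312 from fry, which tests whether the genes move on balance one way. The count of 10 fell to 3 without 4v replicate 1, to 4 without 4v replicate 2, to 5 without 0v replicate 2 or 4v replicate 3, and to 3 with all libraries thinned to the shallowest, while the 4 shallow libraries alone gave 7 higher and 5 lower. The count of 7 lower fell to 4 without 4v replicate 1 and to 4 with thinned reads. The count of 2 higher outside the heat map was 0 without 0v replicate 2, 4v replicate 1 or 4v replicate 2, 1 without 4v replicate 3, where another gene passed, and 5 without 0v replicate 3. The calls of *RVE2* and *AT5G63130* were lost without 0v replicate 2 or any one of the 4v replicates (adjusted *p* up to 0.0598 and 0.109 from limma), and that of *HUP32* without any 1 library other than 0v replicate 3 (up to 0.0956). That of *AT5G65207* was lost without 0v replicate 1, 4v replicate 1 or 4v replicate 2 (up to 0.0768), and that of *HUP26* without 4v replicate 1 (0.0561). With limma-voom on the recovered reads the odds ratio was 1.91 (Fisher's exact test, *p* = 0.0644). For the study's own lists, the numbers in the paper's methods (65 shared genes between 2101 and 342 out of 15898) give 45.2 genes expected by chance and a hypergeometric *p* of 0.00145, with 19.0% of the hypoxia-upregulated genes shared. The study's list of hypoxia-induced genes could be read here only in part, so that the overlap was not counted again. Of the 2467 rows of genes higher in 4v in Supplementary Data 1, the first 1035 could be read.

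**Figure D1:**
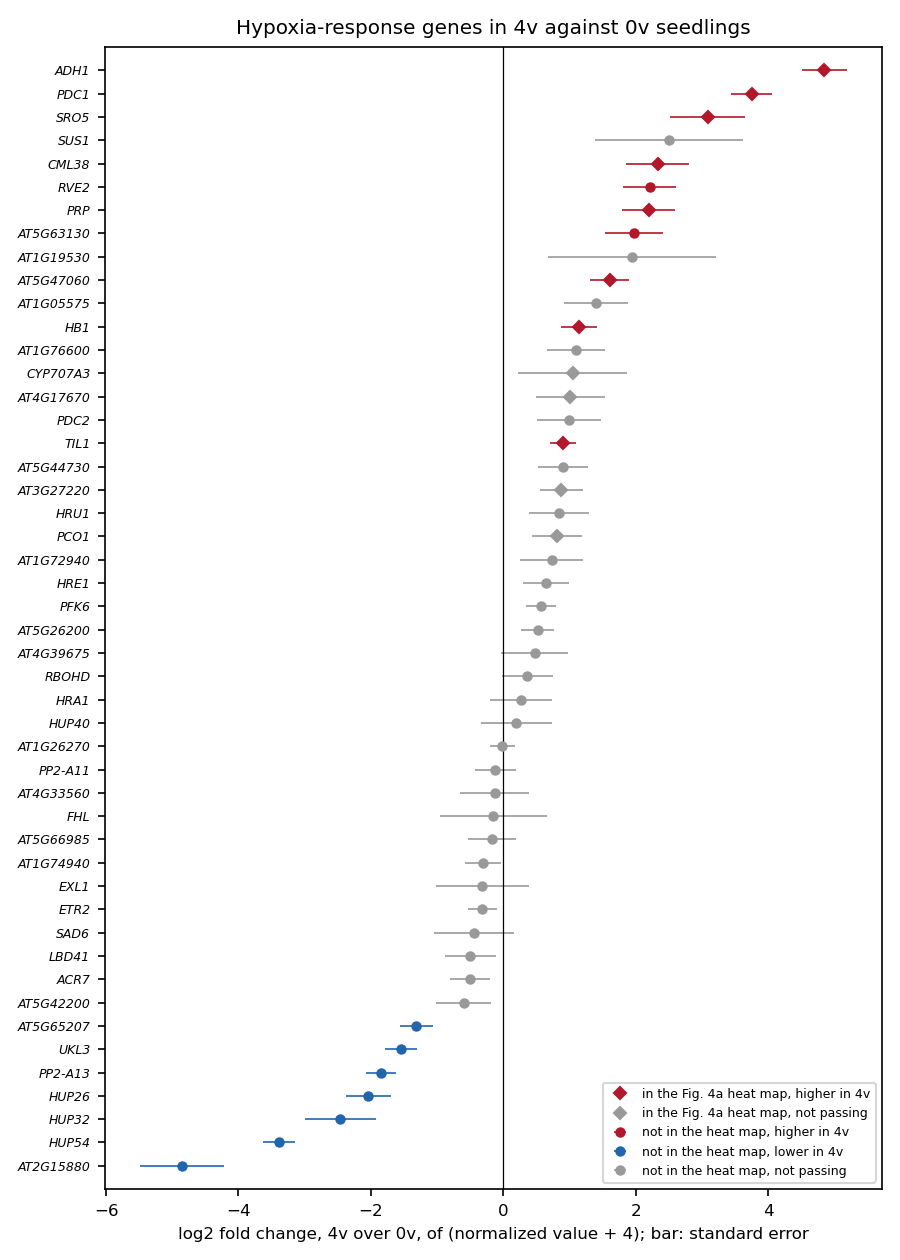
Log2 fold changes (4v over 0v, x axis, with standard errors) of the 48 hypoxia-response genes that could be tested, ordered by size. The 8 red diamonds are heat map genes that were higher in 4v, the 2 red circles are *RVE2* and *AT5G63130*, the 7 blue circles at the bottom were lower in 4v, and *SUS1* had 0 reads in all 0v libraries, so that its value depends on the 4 added before the log.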

Approximately 20% of hypoxia-upregulated genes^21^ were upregulated by long-term cold treatment, including many of the core anaerobic-response genes that are universally induced by low-O_2_^34^ (Fig. 4a, b)_._ Amongst the most highly upregulated transcripts were mRNAs critical for the survival of anaerobiosis (including *ADH1* and *PDC1*), as well as *VIN3*, which interacts with VRN2-PRC2 to promote *FLC* silencing during vernalization^15,35^, and which was previously also shown to be hypoxia-induced^36^ (Fig. 4a, b). 

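*ADH1*, *PDC1* and *VIN3* each had more transcript in all 3 libraries of 4v than in any library of 0v. *ADH1* encodes the alcohol dehydrogenase of ethanol fermentation and lies on chromosome 1 from 28975255 to 28977417 of TAIR10. It had 27.1 ± 14.1 normalized counts (SD, n = 3) in 0v and 834 ± 104 in 4v (log2 fold change of 4.85, SE 0.34, adjusted *p* = 0.00111 from limma). *PDC1*, the pyruvate decarboxylase gene of the step before, lies on chromosome 4 from 15952257 to 15954803 and had 28.4 ± 14.6 normalized counts in 0v and 409 ± 41.8 in 4v (log2 fold change of 3.76, SE 0.31, adjusted *p* = 0.0019 from limma). *VIN3*, which encodes a PHD finger protein of vernalization, lies on chromosome 5 from 23246395 to 23249504. It had 0, 0 and 4 reads in the 0v replicates and 36.5, 76.2 and 122 normalized counts in the 4v replicates (log2 fold change of 4.10, SE 0.53, adjusted *p* = 0.00634 from limma). By log2 fold change, *ADH1* was number 10, *VIN3* number 29 and *PDC1* number 43 of the 1083 genes that were higher in 4v. The value and place of *VIN3* depend on the 4 added before the log: with 16 added its log2 fold change was 2.42, below the 3.30 of *PDC1*, with 1 added it was 5.80, and DESeq2 on the recovered reads gave 6.48. In the authors' deposited table, which is not known to rest on these 6 libraries alone, the log2 fold changes of *ADH1*, *VIN3* and *PDC1* are 4.02, 3.06 and 3.49, and their places among the higher genes are 11, 47 and 29. Between the 2 deep libraries the log2 fold changes were 4.15 for *ADH1*, 4.25 for *PDC1* and 3.99 for *VIN3*, and over the 4 shallow libraries they were 5.20, 3.51 and 4.16. Of 14 listed genes of fermentation and sucrose cleavage, 8 could be tested, and 4 were higher in 4v while 4 did not pass (also 4 higher when adjusted over the list alone). Besides *ADH1* and *PDC1* these were the sucrose synthase gene *SUS3*, at 135 ± 27.4 normalized counts in 0v and 472 ± 16.3 in 4v (log2 fold change of 1.80, SE 0.17, adjusted *p* = 0.00285 from limma), and the lactate dehydrogenase gene *LDH1*, with a log2 fold change of 1.24 (SE 0.23, adjusted *p* = 0.0188 from limma). Another sucrose synthase gene, *SUS1*, had 0 reads in every 0v library and 33.5, 74 and 0 normalized counts in the 4v replicates (adjusted *p* = 0.17). *PDC2* had a log2 fold change of 1.00, and the alanine aminotransferase genes *ALAAT1* and *ALAAT2* had values of 0.18 and −0.05. The median of the list was 1.52 (adjusted *p* = 0.000336 over 17 lists from limma's camera, and adjusted *p* = 0.236 with an estimated correlation). *ADH1* and *PDC1* are also heat map genes, which the study chose on these samples. Neither the count, the median nor the camera result of this list is therefore independent evidence of a direction. *ADH1* and *VIN3* overlap *AT1G77122* and *AT5G57370* on the opposite strand, and *VIN3* no longer passed when all libraries were thinned to the shallowest (log2 fold change 3.67, adjusted *p* = 0.0704 from limma). The call of *LDH1* was lost in the 4 shallow libraries alone (adjusted *p* = 0.0605 from limma) and without any one of the 4v replicates (up to 0.0715). From the overlap of its 2 gene lists, and from RT-PCR and qPCR of single genes, the paper states that long-term cold raises part of the hypoxia-upregulated genes. It later proposes that a higher stability of VRN2 and the ERFVIIs in the cold may account for some of that overlap. It also reports that *ADH1* still rose in *vrn2-5*, and *ADH1* and *HB1* in *prt6 erfVII*, and proposes a further mechanism that does not need the ERFVIIs.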

We investigated the relationship between vernalizing conditions and anaerobic gene expression in more detail, by analyzing the expression of *ADH1* using qPCR in different genetic backgrounds. *ADH1* was expressed at much higher levels in *prt6-1* and *prt6-1 vrn2-5* compared to WT and *vrn2-5* under non-vernalizing conditions (Fig. 4c), corroborating previous studies showing ectopic accumulation of anaerobic genes in *prt6-1*^19,20^. Furthermore, *ADH1* was still induced in *vrn2-5* in response to cold treatment, and was hyper-induced in *prt6-1* and *prt6-1 vrn2-5* seedlings. This indicates that VRN2 accumulation in the cold does not significantly influence *ADH1* transcription, and that other factors, which are altered in *prt6-1*, promote anaerobic gene expression in response to cold.

**Fig. 4:**
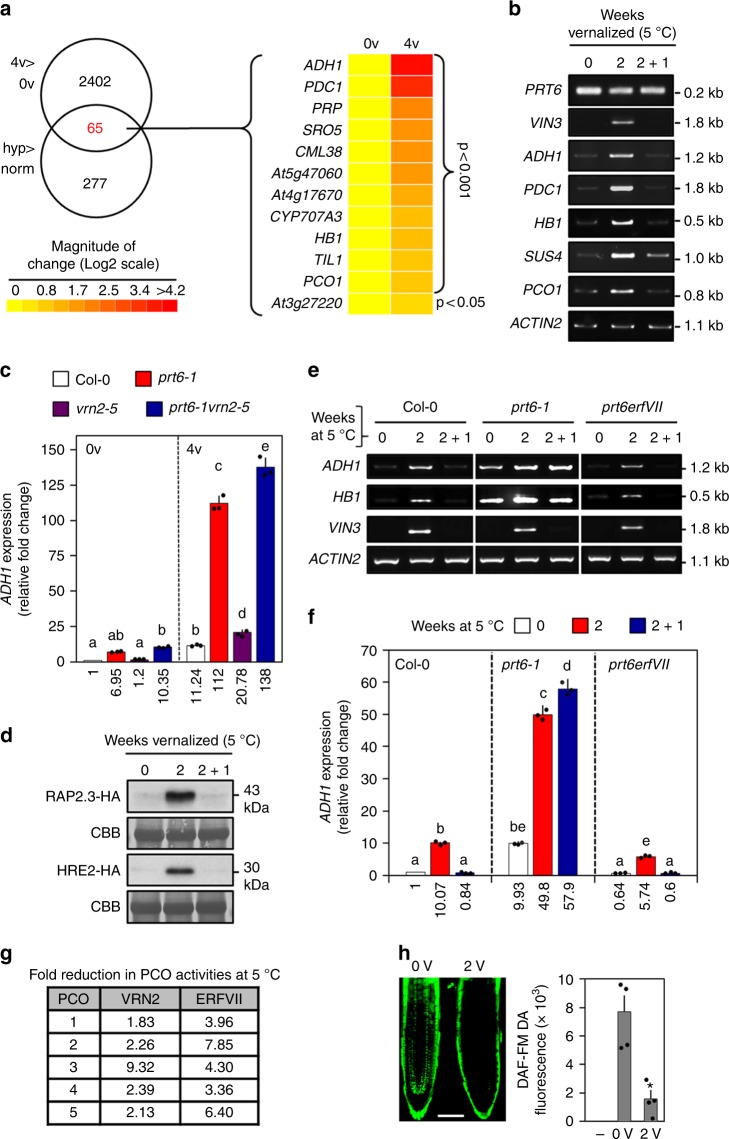
Transcriptional and post-translational responses to cold exposure. **a** Venn diagram showing overlap in upregulated genes between 4-week-vernalized vs non-vernalized (4v > 0v) and hypoxia vs normoxia^21^ (hyp > norm) treated seedlings (*n* = 3 per treatment). Heat map shows Log2 expression levels of 12 core anaerobic genes that are induced in both datasets (for numeric expression values, see Supplementary Data 1). **b** Semi-quantitative RT-PCR analysis of genes in Col-0 seedlings treated±2 weeks vernalization, or 2 weeks vernalization followed by 1 week ‘recovery’ at 22 °C (2 + 1). *VIN3* induction serves as a control for cold exposure. **c** qPCR of *ADH1* levels in Col-0, *prt6-1*, *vrn2-5* and *prt6-1 vrn2-5* seedlings with (4v) or without (0v) 4 weeks cold treatment. Each bar shows the mean of 3 biological reps (dots). Expression values are shown underneath and letters indicate one-way ANOVA; Tukey’s test (*p* < 0.01). **d** Steady state protein levels of the ERFVII transcription factors RAP2.3-HA and HRE2-HA in seedlings vernalized as in (**b**). **e** Semi-quantitative RT-PCR analysis of genes in Col-0, *prt6-1* and *prt6 erfVII* seedlings treated as in (**b**). **f** qPCR of *ADH1* levels in Col-0, *prt6-1* and *prt6 erfVII* seedlings treated as in (**b**). Each bar shows the mean of 3 biological reps (dots). Expression values are shown underneath and letters indicate one-way ANOVA; Tukey’s test (*p* < 0.01). **g** Fold reduction in the activities of PCO1-5 when incubated with VRN2_2–15_ and ERFVII_2–15_ N-terminal peptides at 5 °C relative to 21 °C (see also Supplementary Figure  4b–d). **h** NO levels (measured as DAF-FM fluorescence) in non-vernalized (0v) or 2-week-vernalized (2v) Col-0 roots. Scale bar 50 μm. Each bar shows the mean of 4 biological reps (dots). Error bars are SEM, *p < 0.05 (*t*–test). Source data are provided as a Source Data file

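All 12 genes of the heat map had a higher mean in 4v than in 0v, and 8 of them passed the test (limma with Benjamini-Hochberg adjustment; 9 when adjusted over the list alone). The study picked these genes on these samples, so that neither count is independent evidence of their direction. After *ADH1* and *PDC1*, the largest log2 fold change was that of *SRO5*, a gene of the RCD1 family involved in oxidative stress, on chromosome 5 from 25097944 to 25099907 of TAIR10. It overlaps *AT5G62530* on the opposite strand and had 0, 6.45 and 1.84 normalized counts in the 0v replicates and 76.1, 53.9 and 28.4 in the 4v replicates (log2 fold change of 3.09, SE 0.56, adjusted *p* = 0.0166 from limma). *CML38*, on chromosome 1 from 28766750 to 28768138, encodes a calmodulin-like protein and had 36.4 ± 11.8 normalized counts (SD, n = 3) in 0v and 221 ± 141 in 4v (log2 fold change of 2.33, SE 0.48, adjusted *p* = 0.0232 from limma). Its 4v replicates lay far apart, at 378, 102 and 185. *PRP*, on chromosome 3 from 8267920 to 8268961, had 34.4 ± 11.7 in 0v and 181 ± 83.5 in 4v (adjusted *p* = 0.0163 from limma), and *AT5G47060*, on chromosome 5 from 19116719 to 19118744, had 37 ± 7.22 and 123 ± 36.3 (log2 fold change 1.61, adjusted *p* = 0.0165). *HB1*, on chromosome 2 from 6982531 to 6983777, encodes a hemoglobin that scavenges NO, and had 47 ± 8.81 normalized counts in 0v and 110.0 ± 26.8 in 4v (log2 fold change 1.15, adjusted *p* = 0.0339 from limma). *TIL1*, a temperature-induced lipocalin gene on chromosome 5 from 23500061 to 23501416 that overlaps *AT5G58060* on the opposite strand, had 512 ± 111 and 953 ± 136 (log2 fold change 0.90, adjusted *p* = 0.027 from limma). Of the 4 that did not pass, *PCO1*, a plant cysteine oxidase gene on chromosome 5 from 4898641 to 4900734, had a log2 fold change of 0.81 (SE 0.37, adjusted *p* = 0.183 from limma). *AT4G17670* and *AT3G27220* had values of 1.01 (SE 0.52, adjusted *p* = 0.225) and 0.88 (SE 0.32, adjusted *p* = 0.114). *CYP707A3*, an abscisic acid 8′-hydroxylase gene on chromosome 5 from 18368532 to 18371021, had 158 normalized counts in 4v replicate 1, at most 25.6 in the other 4v replicates and 10.2, 41.9 and 13.9 in the 0v replicates (log2 fold change of 1.05, SE 0.82, adjusted *p* = 0.419 from limma). Without 4v replicate 1 the genes that passed were *ADH1*, *PDC1* and *HB1*, and with all libraries thinned to the shallowest they were *ADH1* and *PDC1*. The 4 shallow libraries alone passed 4 of the 11 genes they could test. The count of 8 fell to 5 without 0v replicate 1 or 0v replicate 2 and to 4 without 4v replicate 2 or 4v replicate 3. The call of *SRO5* was lost without 4v replicate 1 or 2 (adjusted *p* up to 0.0794 from limma), that of *PRP* without 4v replicate 1 or 3 (up to 0.062), and that of *AT5G47060* without 0v replicate 1, 4v replicate 1 or 4v replicate 2 (up to 0.0703). Those of *CML38*, *HB1* and *TIL1* were each lost without 4 of the 6 libraries (up to 0.0755, 0.121 and 0.0956), namely 0v replicates 1 and 2 and 4v replicates 1 and 3 for *CML38*, 0v replicates 1 and 2 and 4v replicates 2 and 3 for *HB1*, and 0v replicate 2 and the 4v replicates for *TIL1*.

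**Figure D2:**
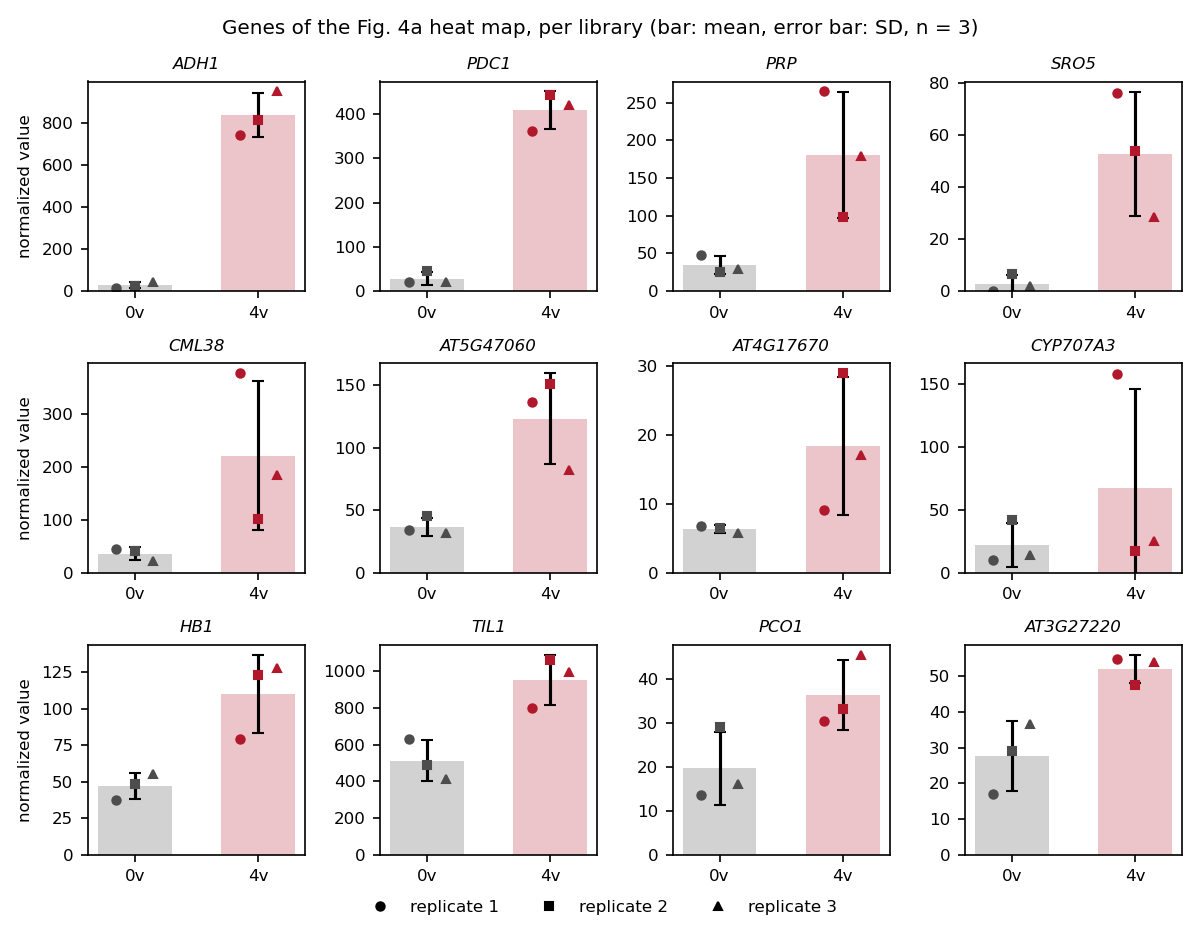
Normalized counts of the 12 heat map genes in each 0v and 4v library (y axis, a separate linear scale from 0 for each gene), with the mean (bar) and SD (error bar) of the 3 replicates. *ADH1* and *PDC1* show the widest gap between the groups, and the 4v replicates of *CML38* and *CYP707A3* lie far apart, with replicate 1 highest.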

Since ERFVII transcription factors are known substrates of the N-end rule pathway that induce anaerobic gene expression in response to O_2_-deprivation^19,20,26^, we examined their role in regulating cold-triggered expression of hypoxia-associated genes. Similarly to VRN2, cold temperatures led to strong stabilization of the ERFVII proteins RAP2.3-HA and HRE2-HA (Fig. 4d). Furthermore, the cold-responsive hyper-induction of *ADH1* and *HB1* in *prt6-1* was reverted in a *prt6 erfVII*^27^ sextuple mutant that lacks all 5 ERFVIIs (Fig. 4e, f and Supplementary Figure 6), suggesting that the cold-induced accumulation of ERFVIIs may control anaerobic gene induction. However, *ADH1* and *HB1* were still significantly upregulated by cold exposure in *prt6 erfVII*, albeit to a lesser extent than in WT (Fig. 4f and Supplementary Figure 6). These data suggest that upregulation of anaerobic genes in the cold could be potentiated by stabilized ERFVIIs, but that it is also controlled by a mechanism that is independent of ERFVIIs and the canonical hypoxia signalling pathway.

*PRT6* expression is not significantly altered by cold temperature (Fig. 4b), indicating that enhanced stabilization of VRN2 and ERFVIIs is not a consequence of changes in N-recognin E3 ligase levels. However, we found in vitro PCO enzyme activities towards both VRN2 and ERFVII Nt-peptides were significantly reduced at 5 °C relative to 22 °C (Fig. 4h and Supplementary Figure 4b–d). Furthermore, NO levels were significantly reduced in the roots of seedlings exposed to long-term cold conditions (Fig. 4h). Since NO-depletion can also promote accumulation of VRN2 (Fig. 2b, d) and ERFVIIs^21^, we propose that cold-exposure may induce conditions that enhance the stability of Cys-initiating N-end rule substrates, including both VRN2 and the ERFVIIs, and that this stabilization may be partly responsible for the observed overlap in gene expression.

### Angiosperm-specific recruitment of Su(z)12 to the N-end rule

We explored the conservation and evolutionary origins of the connection between PRC2 and the N-end rule pathway. We identified and cloned an MC-initiating VRN2-like protein (HvEMF2c) from barley, a monocot species distantly related to Arabidopsis, and confirmed in vitro that it harbors a functional N-degron (Fig. 5a). However, we did not identify MC-initiating Su(z)12 homologs in basal land-plants or in animals. This suggests that O_2_-sensitive Su(z)12 proteins are only found in angiosperms, although in some species, VRN2-like proteins might evade degradation despite carrying this N-terminal sequence, similar to the SUB1A ERFVII in rice^19^.

**Fig. 5:**
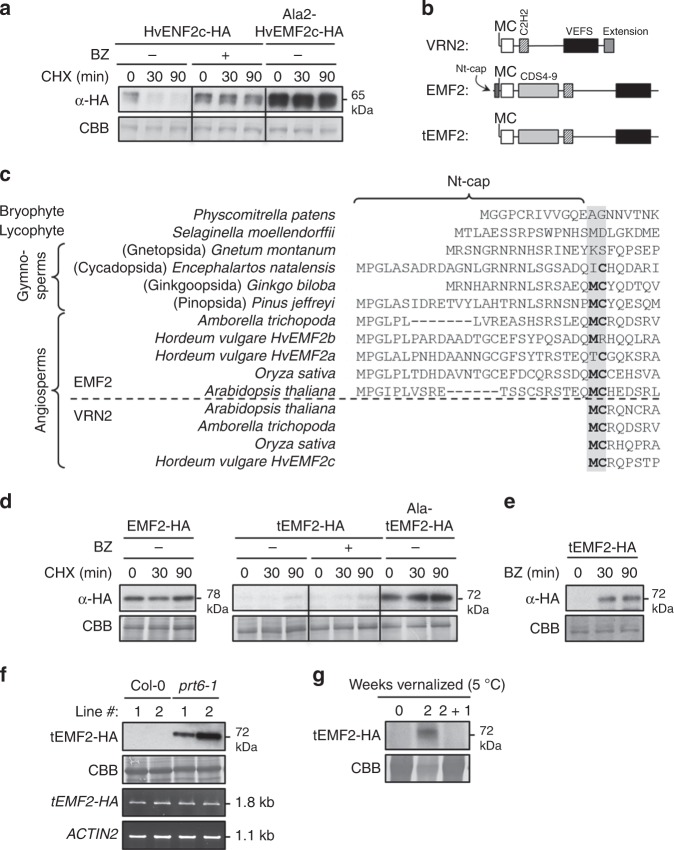
Angiosperm-specific recruitment of Su(z)12 to the N-end rule pathway. **a** In vitro cycloheximide (CHX) chase of WT and mutant (Ala2) variants of the barley VRN2-like protein HvEMF2c (±bortezomib; BZ). **b** Schematic showing the structure and key domains of *Arabidopsis* VRN2, EMF2 and truncated tEMF2. **c** Sequence alignment of the Nt of EMF2 and VRN2 proteins from land plants (above and below dashed line, respectively), showing the position of the MC dipeptide. For sequences see Supplementary Data 4. **d** In vitro CHX chase of full-length *Arabidopsis* EMF2-HA (initiating MP-), and WT or mutant (Ala2) tEMF2-HA, ±BZ. **e** In vitro accumulation over time of tEMF2-HA expressed in rabbit reticulocyte when co-incubated with BZ, but without CHX. **f** In vivo steady state protein and RNA levels of truncated WT tEMF2-HA in Col-0 vs *prt6*-1. Two independent transformants are shown. **g** Protein levels of tEMF2-HA in Col-0 during a vernalization timecourse. Source data are provided as a Source Data file

We investigated how Su(z)12 was recruited as a substrate of the N-end rule pathway specifically in the flowering plant lineage. VRN2 is proposed to have evolved following duplication of an ancient EMF2-like Su(z)12 gene^37,38^. Alignment of Arabidopsis EMF2 and VRN2 protein sequences shows that the MC-N-terminus of VRN2 is equivalent to an internal MC-dipeptide in the N-terminal cap region of EMF2 21 amino acid residues downstream of Met1 (Fig. 5b, c and Supplementary Figure 7), that is also present in EMF2-like proteins from gymnosperm taxa, but not in more basal land plants (Fig. 5c). This dipeptide sequence occurs in the basal angiosperm *Amborella trichopoda* and many other angiosperm taxa, but has diverged in some extant angiosperm groups, suggesting that it is not important for EMF2 function (Fig. 5c and Supplementary Figure 8). Collectively these phylogenetic data suggest the internal MC dipeptide was fixed before angiosperms evolved, giving the capacity for an ancient EMF2-like protein to become an O_2_-regulated VRN2-like protein following removal of the Nt-cap. To test this, we cloned *Arabidopsis* EMF2 and showed full-length EMF2-HA was stable in vitro, but N-terminally truncated EMF2-HA (tEMF2-HA; Fig. 5b) was extremely unstable via its Cys2 residue (Fig. 5d, e). This was confirmed in planta, where tEMF2-HA could only be detected in the *prt6-1* mutant despite equivalent transgene mRNA levels in Col-0 (Fig. 5f). Moreover, this N-terminal truncation was sufficient to couple tEMF2-HA protein accumulation to cold exposure, similar to VRN2 (Fig. 5g). These data therefore support a mechanism for the evolutionary co-option of Su(z)12 to the N-end rule pathway in angiosperms, via gene duplication^37^ and N-terminal truncation of an ancient EMF2-like protein.

## Discussion

Here, we report that flowering plants have uniquely evolved a variant of the Su(z)12 PRC2 component—VRN2—that is regulated by the O_2_- and NO-sensitive branch of the Arg/N-end rule pathway. This proteolytic regulation is required to prevent ectopic accumulation of VRN2 outside of meristems in the absence of external stimuli such as cold or hypoxia, despite constitutive *VRN2* mRNA expression^38^. We show that both submergence and cold-exposure promote VRN2 accumulation. It will now be important to investigate in detail the connection between proteolytic control of VRN2 by the N-end rule pathway and the molecular changes that occur at known (e.g*. FLC*) and novel genome-wide targets of VRN2-PRC2.

Hypoxia frequently occurs in plants during development and in response to external abiotic stress such as flooding^30,39^. Reduced oxygen availability is transduced into transcriptional changes by the ERFVII transcription factors, which promote hypoxia tolerance through enhancing expression of key genes associated with anaerobiosis^19,20^. Here, we show that VRN2 stability is also regulated by O_2_, and that it could contribute to hypoxia stress-tolerance. As part of a chromatin-modifying complex, it is possible that VRN2 may be involved in the epigenetic control of gene expression linked to hypoxia acclimation, or NO signalling^40^. Together with ERFVIIs, this indicates that plants could modulate the transcriptional and epigenetic control of gene expression in response to O_2_ and NO availability by targeting functionally distinct proteins to the same proteolytic pathway, and suggests others remain to be identified^41^. Future studies examining the effect of physiological fluctuations of these gases on VRN2 accumulation, and the subsequent effect on the genome-wide targets of VRN2, may shed light on this. It is interesting to note that VIN3, another key protein that is transcriptionally induced by cold and essential for the vernalization response^35^, is also upregulated by hypoxia and may also therefore be required for VRN2 functions in response to low-O_2_.

VRN2 was originally identified as a positive regulator of vernalization, but a mechanism explaining its environmentally-induced accumulation in response to cold temperatures has not been described^14,15^. We found that long-term cold inhibits VRN2 proteolysis and that the N-end rule pathway is involved in restricting the accumulation of VRN2 in the absence of cold temperatures. Prolonged growth in the cold led not only to VRN2 accumulation, but also the induction of other molecular events that are also triggered by hypoxia, including stabilization of ERFVII transcription factors and upregulation of core anaerobic response genes. Exposure to cold temperatures has previously been shown to interfere with respiration through altering membrane fluidity properties in mitochondria, which initiates a shift to anaerobic metabolism^32,33^. Furthermore, transcriptional similarities between plants subjected to either hypoxic stress, or chemical inhibition of mitochondrial respiration, have also been reported^42^. Recently it was hypothesized that cold and hypoxia both represent an ‘energy crisis’ in plants, which may explain similar metabolic responses^43^.

Given the observed similarities in the cellular response to hypoxia and cold, we speculate that the accumulation of ERFVII transcription factors and VRN2 during cold-exposure could be related to biochemical changes that induce or mimic O_2_ limitation. We also investigated O_2_-independent mechanisms to explain cold-induced accumulation of VRN2 and ERFVIIs, and found that PCO activities and NO levels are both reduced at lower temperatures. Both of these situations could promote accumulation of O_2_-sensitive N-end rule proteins even if O_2_ is present. Nevertheless, further work is needed to show if and how the N-end rule-dependent turnover of VRN2 and ERFVIIs is modified during cold exposure.

To conclude, our work has uncovered a proteolytic mechanism operating on the PRC2 machinery that functions specifically in flowering plants. This was achieved through the lineage-specific evolution of a conditional gas-sensitive N-degron in the Su(z)12 component, perhaps representing a step toward PRC2 neo-functionalization in angiosperms. Given the key roles for VRN2 in regulating the coordination of flowering with seasonal cues, this coupling of Su(z)12 to the Arg/N-end rule pathway may have facilitated a connection between environmental conditions and PRC2 activity, whilst also permitting further diversification of PRC2 function.

## Methods

### Plant growth and materials

*A. thaliana* (Arabidopsis) seedlings were obtained from the Arabidopsis Stock Centre (NASC), except for: VRN2-FLAG^15^ (from Dr. Chris Helliwell, CSIRO, Australia), and *pFLC::FLC-GUS* (C24 ecotype, containing 6 kb FLC-GUS construct^31^, from Dr. Candice Sheldon, CSIRO, Australia). The 35S::HRE2-HA and 35S::RAP2.3-HA transgenic lines, as well as *prt6-1*, *ate1-2 ate2-1* and *prt6-1 erfVII* sextuple mutants were described previously^19,21,27,28^. Molecular characterisation of *vrn2-5* (SALK_201153) is described in Supplementary Figure 5. Mutant combinations were generated by crossing, and confirmed by PCR genotyping and RT-PCR (primers in Supplementary Table 1). Seeds were surfaced sterilized in 20% Parazone, plated on half-strength Murashige and Skoog (MS) medium (1% agar, pH 5.7, grown vertically), and stratified at 4 °C for a minimum of 2 days, before being transferred to long day (LD; 16 h L:8 h D) condition under white fluorescent light (90–100 μmol m^−2^ s^−1^) at 22 °C, and transferred to soil after 2 weeks if necessary.

### Plant phenotypic analyses

For the waterlogging assays, 12days old seedlings were transferred to soil and grown under neutral days (ND; 12 h L:12 h D). Two replica trays were set up with genotypes distributed quasi-randomly. After 12 further days of growth in soil, one tray was subjected to waterlogging for 21 days (water level maintained at the soil surface), whilst the other (control) was watered as normal with good drainage. The fresh weight of each rosette was then measured. To measure root hypoxia survival, seedlings were grown under SD conditions at 20 °C on vertical 1/2 MS plates. After 4 days of growth, seedlings were placed into sealed desiccators. 100% N_2_ was flushed through the desiccators at a flow rate of 4 L/min, until oxygen levels fell to below 0.1%. After hypoxia treatment, seedlings were returned to SD conditions for 3 further days. Roots were scored as dead if there was no growth following hypoxia treatment.

### Construction of transgenic plants

To generate C-terminally GUS-tagged VRN2 driven by its native promoter, the full genomic DNA sequence (from approx. 2 kb upstream of the ATG and ending at the STOP codon) was amplified from seedling genomic DNA extracts using attB-flanked primers, and recombined into pDONOR201 using gateway BP clonase (Invitrogen; 11789020). The C2A mutation was incorporated using *dpnI*-mediated site-directed mutagenesis, prior to mobilisation into the destination binary vector pGWB533 using LR clonase (Invitrogen; 11791100). To create 35S::tEMF2-HA (truncated EMF2) lines, tEMF2 was amplified from seedling cDNA, directionally cloned into pE2c and mobilised into pB2GW7. For all cloning primers see Table S1. Transformation into *Agrobacterium tumefaciens* (strain GV3101 pMP90) and Arabidopsis was performed according to established protocols. At least 8 independent transgenic plants were selected for each construct; data from 2–3 independent T_3_ homozygous lines are shown.

### In vivo protein stability analyses

Total protein was extracted from un-treated or treated 7-day-old (or appropriately vernalized) seedlings by grinding up frozen samples directly into SDS protein extraction buffer (125 mM Tris–HCl pH 8.8, 1% (w/v) SDS, 10% (v/v) glycerol, 50 mM Na_2_S_2_O_5_) using a micropestle, before centrifugating and determining protein concentration in the supernatant using the BioRad DC Protein Assay (Bio‐Rad)^19^. To assess the effects of submergence-induced hypoxia on in vivo protein stability, seedlings were immersed in 2 ml Eppendorf tubes filled with degassed water, sealed with parafilm, and incubated in the dark at room temperature for the times indicated. To test the effects of nitric oxide scavenging, seedlings were incubated in liquid 1/2 MS with 200 μM cPTIO for 6 h (Enzo life science; ALX-430-001)^19,21^. For cycloheximide-chase assays, seedlings were transferred to liquid 1/2 MS in 6-well microtiter plates supplemented with 100 mM cycloheximide (Sigma-Aldrich; C4859), 100 mM bortezomib (ApexBio technology; A2614), both, or appropriate solvent controls. Seedlings were then incubated at 22 °C in the light with gentle shaking, and harvested at stated time points for protein/RNA extraction (in liquid nitrogen) or GUS histochemical staining.

### Histochemical staining

For histochemical analysis of β-Glucuronidase (GUS) enzyme activity, transgenic *Arabidopsis* tissues were incubated in a buffer containing: phosphate buffer (100 mM) pH 7.0, potassium ferricyanide (2 mM), potassium ferrocyanide (2 mM), Triton X-100 (0.1% v/v) and X-Gluc solution (5-bromo-4-chloro-3-indolyl-beta-D-glucuronic acid, cyclohexylammonium salt, X-GLUC Direct) (1 mM). Samples were then incubated at 37 °C in the buffer for 4–8 h. Seedlings were cleared and fixed in 3:1 ethanol:acetic acid before mounting in Hoyer's solution (30 g gum Arabic, 200 g chloral hydrate, 20 g glycerol, 50 ml water) before imaging on a light microscope.

### In vitro stability assays

To generate protein–HA fusions driven by the T7 promoter, cDNAs were PCR amplified from Arabidopsis or barley total cDNA and directionally cloned into a modified version of the pTNT (Invitrogen) expression vector (pTNT3xHA^19^). N-terminal variations were incorporated by changing the forward primer (primers in Supplementary Table 1). Cycloheximide-chase assays were then performed using the TNT T7 Coupled Reticulocyte Lysate system (Promega; L4610)^19,44^, using 50 μM bortezomib in place of MG132. For Fig. 5e, 50 μM bortezomib was added at the beginning of the reaction and no cycloheximide was used. All assays were performed at least three times.

### Immunoblotting and relative quantification

Equal total protein amounts were resolved by SDS-PAGE, and were transferred to PVDF using a MiniTrans-Blot electrophoretic transfer cell (Bio-Rad). Membranes were probed with primary antibodies at the following dilutions: anti-HA (Sigma-Aldrich; H3663), 1:2000; anti-GUS (Sigma-Aldrich; G5420), 1:1000; anti-FLAG (Sigma-Aldrich; F1804), 1:1000. HRP-conjugated anti-mouse or rabbit secondary antibodies (Santa Cruz; sc-358914 and sc-2004) were used at a titre of 1:10,000. Immunoblots were developed to film using ECL western blotting substrate (Pierce). For quantification of steady state levels in different mutant backgrounds, relative pixel density of protein bands from three independent lines for each transgene was assessed using imageJ. All blots were performed at least three times.

### Analysing the activities of AtPCO1-5 in vitro

*A. thaliana* PCOs 1 to 5 were expressed and purified by sequential steps of immobilized nickel affinity and size exclusion chromatography as previously described^45^. The activities of each AtPCO were examined by incubating 200 µM of peptide corresponding to the first 14 amino acids of the methionine excised N-terminus of VRN2 (VRN2_2–15_) or RAP2.2/2.12 (RAP2_2–15_) with and without 0.1–0.8 µM enzyme in a bench top thermocycler (Eppendorf) at 5 or 22 °C under aerobic conditions. Time points were taken at regular intervals by quenching the reaction 1 in 10 with 1% formic acid, allowing oxidation to be monitored by ultra-high performance chromatography (UPLC)-mass spectrometry (MS). Turnover was quantified by comparing the areas underneath the product and substrate ions extracted from the total ion current chromatogram. UPLC-MS measurements were obtained using an Acquity UPLC system coupled to a Xevo G2-S Q-ToF mass spectrometer (Waters) operated in positive electrospray mode. Instrument parameters, data acquisition and data processing were controlled by Masslynx 4.1 with source conditions adjusted to maximise sensitivity and minimise fragmentation. Samples were injected on to a Chromolith Performance RP-18e 100-2 mm column (Merck) heated to 40 °C and eluted at 0.3 ml/min using a gradient of 95% deionized water supplement with 0.1% (v/v) formic acid to 95% acetonitrile.

### NO detection by fluorescence microscopy

Intracellular NO levels were visualized using DAF-FM diacetate (7′-difluorofluorescein diacetate, Bio-Connect). Seedlings were incubated in the dark for 15 min in 10 mM Tris–HCl buffer (pH 7.4) containing 50 μM DAF-FM DA and subsequently washed twice for 5 min 10 mM Tris–HCl buffer (pH 7.4). Several roots of all treatments were mounted on the same slide to allow direct comparison. Fluorescence was visualized using a Zeiss Observer Z1 LSM7 confocal microscope with excitation at 488 nm and emission 520 nm. Roots (0v) incubated and mounted in 10 mM Tris–HCl buffer (pH 7.4) without DAF-FM DA were used as a negative control to set background values. Within experiments, pinhole, gain, laser power and detector offset were identical for all slides. Mean DAF-FM DA fluorescence pixel intensity within the root was determined using ICY software (http://icy.bioimageanalysis.org/).

### Phylogenetic analyses

EMF2 and VRN2-like sequences from flowering plants (NCBI organism ID: angiosperms [taxid:3398]) were obtained using the Arabidopsis EMF2 or VRN2 protein sequence, and sequence similarity assessed using the NCBI (https://blast.ncbi.nlm.nih.gov) Protein Basic Local Alignment Search Tool (BLASTP). Protein sequences representing diverse angiosperm clades (Supplementary Data 2 and Supplementary Data 3) were aligned using MUltiple Sequence Comparison by Log-Expectation (MUSCLE)^46^ in the programme MacVector Inc. (NC, USA). Weblogo 3.0 was used to obtain a graphical representation of amino acid proportions at the amino-terminus of VRN2^47^. EMF2-like sequences from non-angiosperm plants were obtained either from genome sequences or from sequenced transcriptomes of other species via the 1kp project^48–58^ (Supplementary Data 4). Multiple sequence alignments were carried out as described above.

### Reverse transcriptase PCR and qPCR

For semi-quantitative RT–PCR, RNA was extracted from seedlings using an RNEasy plant mini kit (Qiagen; 74904) and converted to cDNA with Superscript II Reverse transcriptase (Invitrogen; 18064-014) using OligodT primers. PCRs were then performed with gene-specific or transgene-specific (i.e. gene-specific forward, tag-specific reverse) primers, and *ACTIN-2* was amplified for use as a loading control. For quantitative assessment of *FLC* expression, RNA was extracted from 11-day-old seedlings grown at 22 °C and converted to cDNA as described above. Real-time quantitative RT-PCR was performed in triplicate using Brilliant III UF MM SYBR QPCR Low ROX master mix (Agilent; 600892) on an AriaMx Real-Time PCR system (Agilent) according to manufacturer’s instructions. Relative transcript levels for *ADH1 or HB1* were determined by normalization to *ACTIN*. The control value was converted to 1 and relative fold change for other lines and treatments calculated. Data shown are mean of three biological repeats. Error bars indicate standard deviation. For primer sequences see Supplementary Table 1.

### RNA sequencing

RNA was extracted from non-vernalized (0v) or 4 weeks vernalized (4v) seedlings grown on vertical 1/2 MS plates as described above. Three biological replicates for each treatment were used for subsequent RNA sequencing, which was carried out at Glasgow Polyomics (www.polyomics.gla.ac.uk). An Initial QC was carried out using a nanodrop (to measure concentration) and the quality was tested on the Agilent Bioanalyser on a RNA Nano chip to ensure RIN values were above 8. The library was then prepared using the Illumina TruSeq mRNA kit (polyA selection), before being analysed using the Qubit and the bioanalyser HS DNA chip. Samples were pooled and sequenced on the HiSeq 4000. 150 bp reads (75 × 2 per fragment) were generated in fastq format, and aligned to the *Arabidopsis* genome (TAIR10), and then analysed using Kallisto^59^ (https://pachterlab.github.io/kallisto/about) before being processed using the R package, DESeq2^60^ (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). DESeq2 was used to compare pairs of samples and generate the final set of excel spreadsheets showing fold change differences. 

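Of the 10 genes with the largest log2 fold change among those that passed as higher in 4v, 4 are on the list of the cold regulon: *KIN1*, *COR15A*, *COR15B* and *RD29A*. *KIN1* had 18 ± 10.6 normalized counts (SD, n = 3) in 0v and 9297 ± 1401 in 4v (log2 fold change of 8.85, SE 0.38, adjusted *p* = 0.000262 from limma). *COR15A*, which encodes a cryoprotective protein of the chloroplast, had 22 ± 7.91 in 0v and 11576 ± 2420.1 in 4v (log2 fold change of 8.83, SE 0.27, adjusted *p* = 8.31e-05 from limma). The galactinol synthase gene *GOLS3* followed with a log2 fold change of 7.51, *COR15B* with 6.22 and *RD29A* with 5.99 (adjusted *p* = 0.000299, 0.00476 and 0.0137 from limma). In the authors' deposited table the log2 fold changes of *KIN1*, *COR15A* and *GOLS3* are 7.72, 7.86 and 6.13, while those of *COR15B* and *RD29A* are 2.67 and 1.79, which place them 79 and 320 among the higher genes there. *AT3G55580*, *AT4G12490*, *AT1G80130* and *AT1G16850* had values of 5.80, 5.53, 5.01 and 4.97. *COR15A* and *COR15B*, like *KIN1* and *KIN2*, are neighboring copies that may share reads. All 23 listed genes of the cold regulon could be tested, and 15 were higher in 4v while 8 did not pass (limma with Benjamini-Hochberg adjustment; 21 higher when adjusted over the list alone). Further examples were *LTI30* (4.24), *ELIP1* (4.62) and *ERD10* (2.95), and with the 4 shallow libraries alone 19 were higher. Without 4v replicate 1 or 4v replicate 3 the count fell to 9, and *RD29A* no longer passed (adjusted *p* up to 0.0548 from limma). In 0v replicate 3 some of these genes were already high. *RD29A* had 1223 normalized counts there, against 61.4 and 83.9 in 0v replicates 1 and 2, and *COR27* had 384 against 0 in both others and did not pass (log2 fold change 5.96, adjusted *p* = 0.0556 from limma). Clock genes of the evening were also higher in that library, with *TOC1* at 876 against 154 and 197 normalized counts. Of 13 tested genes for galactinol, raffinose, proline and starch, 8 were higher and 2 lower (also 8 and 2 when adjusted over the list alone). The count of 8 fell to 4 without 4v replicate 1 or 4v replicate 2, to 5 without 0v replicate 1 or 4v replicate 3, and to 3 with thinned reads. Among the 8 were the starch-degrading beta-amylase gene *BAM3* (2.21), the raffinose synthase gene *RS5* (1.80) and the sucrose phosphate synthase gene *SPS2F* (1.42). The 2 that fell were *DIN10*, a dark-inducible raffinose synthase-like gene, and *PRODH1*, which encodes the proline-degrading enzyme and went from 2048 ± 982 to 260.2 ± 25.7 (log2 fold change −2.86, adjusted *p* = 0.00431 from limma). Of 10 tested genes of salicylic acid and defence, 5 were higher and 5 did not pass (7 higher when adjusted over the list alone; 3 higher without 4v replicate 2 and 1 with thinned reads). They included the pathogenesis-related genes *PR2* (4.81) and *PR5* (4.06) and the transcription factor genes *WRKY70* (1.98) and *CBP60G* (1.78), whose call was lost without 4v replicate 1 or 2 (adjusted *p* up to 0.0601 from limma). *PR1* had 0 reads in every 0v library and 9.14, 3018 and 196 normalized counts in 4v replicates 1, 2 and 3 (adjusted *p* = 0.0713 from limma). Of 14 tested genes of flavonoid and anthocyanin synthesis, 2 were higher and 12 did not pass (also 2 when adjusted over the list alone). These were the regulator *TT8* (3.32) and the chalcone isomerase gene *CHI* (1.36), and neither passed in the 4 shallow libraries alone, where the median of the list was 0.62 against 3.30 between the 2 deep libraries. The count of 2 became 0 without 4v replicate 2 or 4v replicate 3, 1 without 0v replicate 2 or 4v replicate 1 and 4 without 0v replicate 3, and it was 13 with limma-voom, 4 with DESeq2, 7 with the authors' deposited *p*-values and 0 with thinned reads. *TT8* no longer passed without 4v replicate 2 or 3, and *CHI* without 0v replicate 2 or any one of the 4v replicates (adjusted *p* up to 0.0563 and 0.127 from limma). Without 0v replicate 3 the median of the list was 1.01. With camera and a preset correlation these 4 lists had adjusted *p* = 1.65e-14, 0.00543, 0.00131 and 0.00131 from limma, in the order given. With an estimated correlation none passed (adjusted *p* = 0.24 for the first 3 and 0.59 for flavonoids). At a change of at least 1.5-fold and an unadjusted *p* under 0.05, 2280 genes were higher and 2086 lower in 4v here, and the authors' deposited table holds 2453 and 2390 such genes. Of those 2453, 2335 could be tested here, and 2008 were higher at the same thresholds and 1025 at an adjusted *p* under 0.05 from limma.

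**Figure D3:**
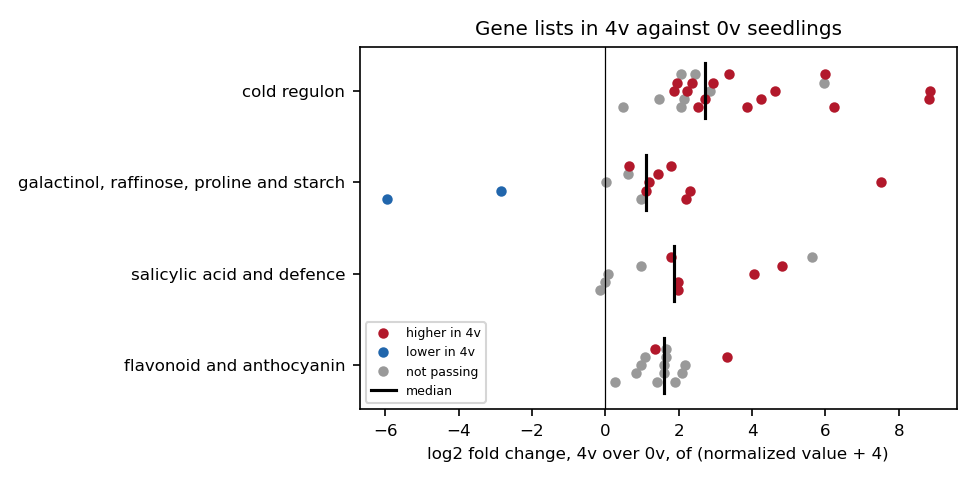
Log2 fold changes (4v over 0v, x axis) of the tested genes of 4 lists; each point is a gene and the black line is the median of the list. The cold regulon lies on the positive side with *KIN1* and *COR15A* at its upper end, and the 2 blue points are *DIN10* and *PRODH1*.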

For subsequent analyses the gene list was filtered for genes upregulated in 4v by at least 1.5 fold, with a *p* value < 0.05. Venn diagrams of overlapping gene sets were generated using Venny 2.1, and expression heatmaps created using the BAR HeatMapper tool (https://bar.utoronto.ca/ntools/cgi-bin/ntools_heatmapper.cgi). The hypergeometric test used to determine the significance of overlap measures the probability of observing a 65 or more gene overlap between two lists of length 2101 and 342 chosen at random out of 15,898 genes. 2101 is the number of cold upregulated genes that are also on the ATH1 microarray used in Gibbs et al.^19^, and 15,898 is the genes that were induced by hypoxia in Gibbs et al.^19^.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Source Data File

## Data Availability

RNA-seq data is available at NCBI GEO database with accession code GSE123459. The source data underlying all figures can be found in the Source Data file.

# Supplementary material for: Oxygen-dependent proteolysis regulates the stability of angiosperm polycomb repressive complex 2 subunit VERNALIZATION 2
**Source:** Nat Commun. 2018 Dec 21;9:5438. doi: 10.1038/s41467-018-07875-7
**Supplement:** Supplementary file 1 — Supplementary Information

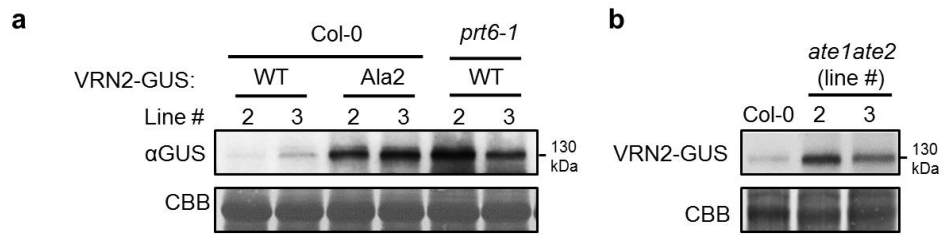

Supplementary Figure 1. Supplemental western blots. (**A, B**) Steady state protein levels of WT and Ala2-VRN2-GUS in Col-0, *prt6-1* and *ate1 ate2*. Two independent lines are shown, in addition to a third line in Fig. 1e and f. These independent lines were used to calculate average relative densities in Fig 1g. Source Data are provided as a Source Data file.

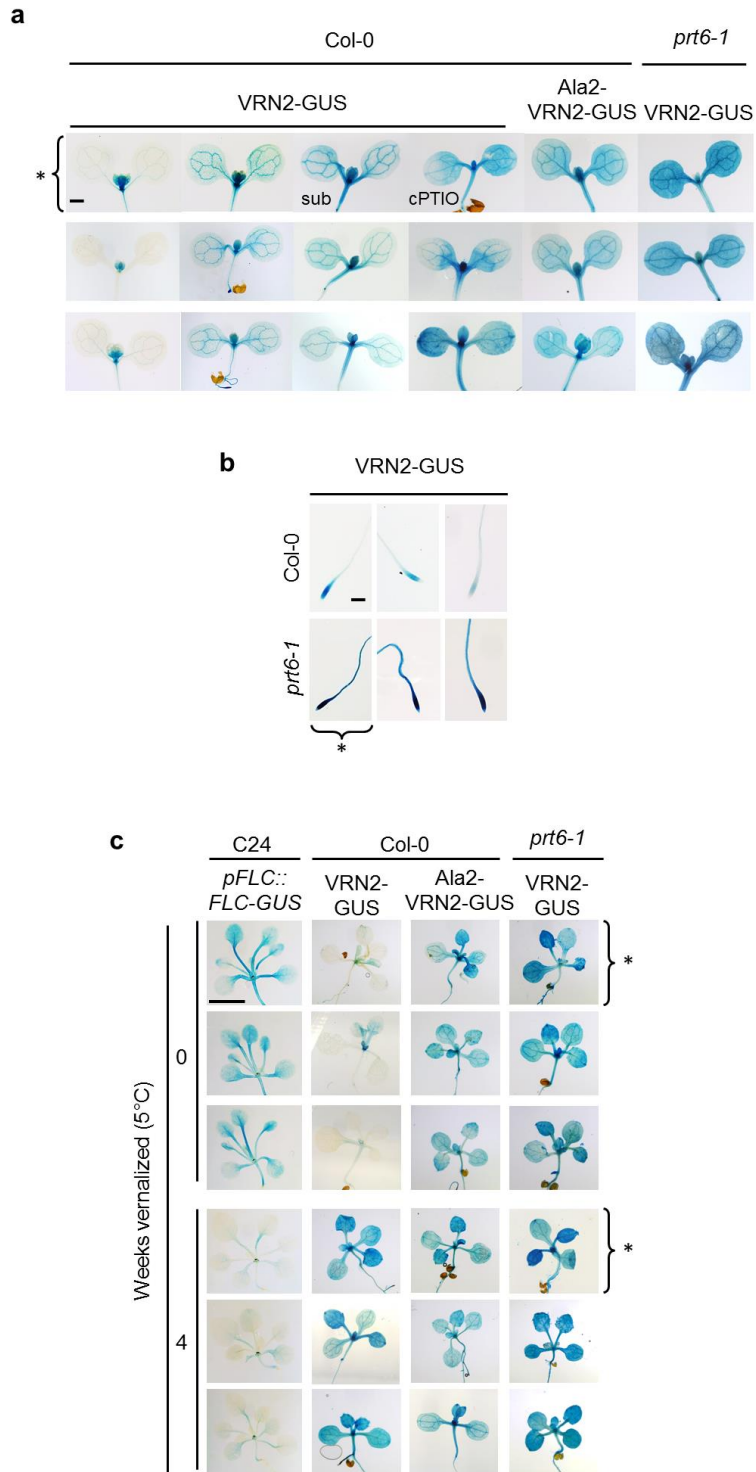

Supplementary Figure 2. Biological replicates of histochemical GUS stains. (A) Replicates of data presented in Figs. 1i and 2: 7-day-old Col-0 or *prt6-1* seedlings expressing WT or mutant

(Ala2) VRN2-GUS +/- BZ, submergence or cPTIO treatment. **(B)** Replicates of data presented in Fig 1j: 7-day-old primary root tips of Col-0 or *prt6-1* expressing WT VRN2-GUS. **(C)** Replicates of data presented in Fig. 3b: Seedlings expressing *pFLC::FLC-GUS* (C24 background), and WT or mutant (Ala2) VRN2-GUS in Col-0 and *prt6-1*, +/- 4 weeks vernalization. Asterisks refer to the rows or columns showing images that are replicated in the corresponding main figure.

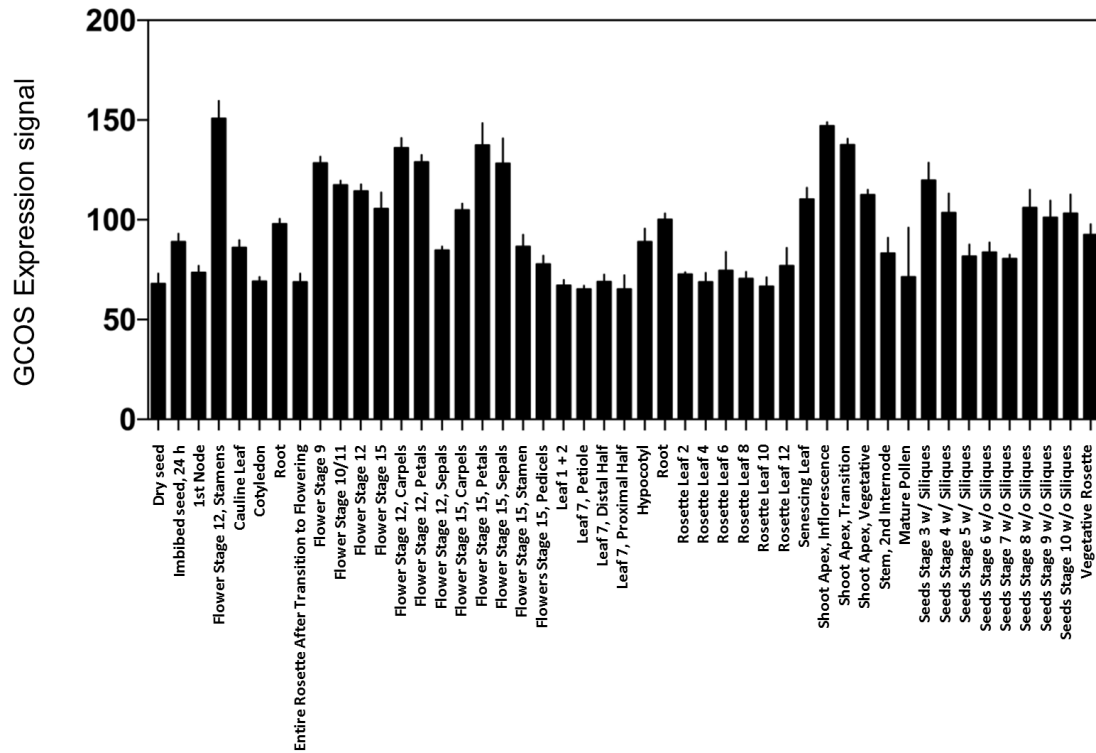

Supplementary Figure 3. *VRN2* mRNA expression levels in diverse tissues of Arabidopsis throughout development, obtained from the eFP browser (http://bbc.botany.utoronto.ca/efp/cgi-bin/efpWeb.cgi?dataSource=Developmental_Map)

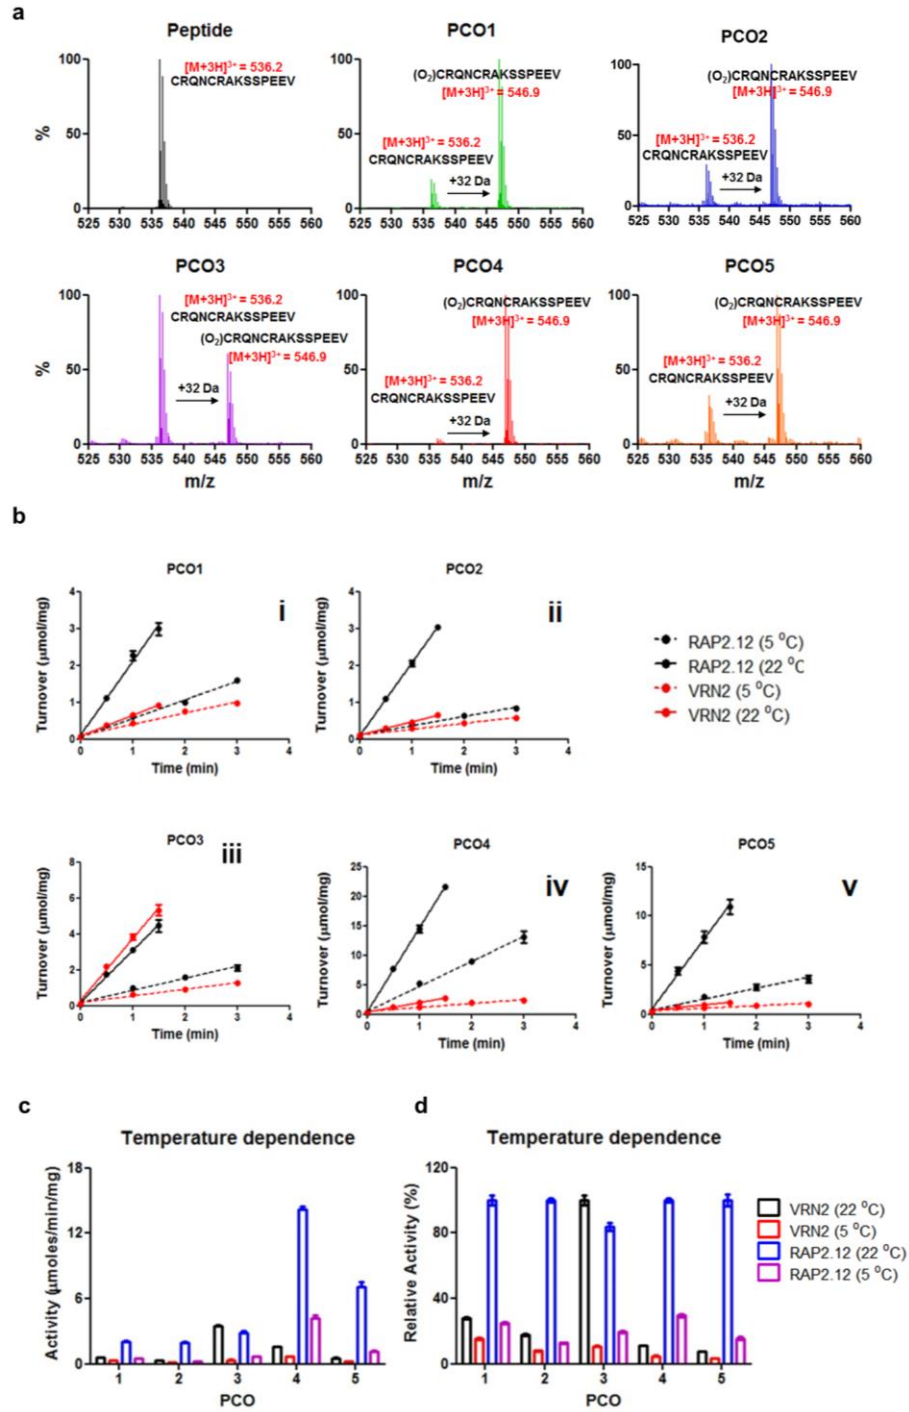

Supplementary Figure 4. PCO activity at the N-terminus of VRN2. (A) Mass spectra of a peptide corresponding to the methionine excised N-terminus of VRN2 following incubation with (colour) and without (black) AtPCO1-5. Clear masses consistent with Nt-Cys sulfinic acid

formation, the oxidised product of PCO turnover, could only be observed in the presence of PCO enzymes. Data presented here for peptide-only and PCO1 are the same as used in Fig. 1k **(B)** Rate profiles showing the turnover of a peptide corresponding to the methionine excised N-terminus of RAP2.2/2.12 (black) and VRN2 (red) with AtPCO1 (i), 2 (ii), 3 (iii), 4 (iv) and 5 (v) over time at 5 °C (dashed) and 22 °C (solid), which were used to calculate the specific activities presented in **C**. Activity was subsequently normalised relative to the highest value obtained for each PCO to eliminate variation between different homologs. n=3 for each PCO-peptide combination. **(D)**. Rate of PCO turnover was observed to decrease at the lower temperature for both substrates, although fold reduction varied between homolog, RAP2.2/2.12 and VRN2. Source Data are provided as a Source Data file.

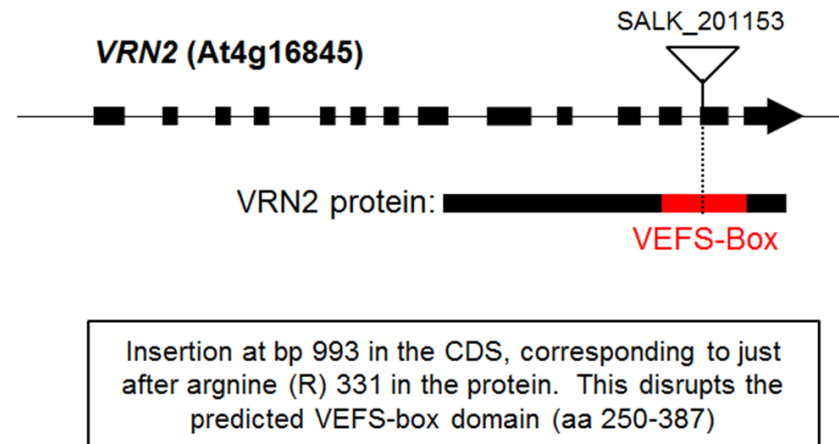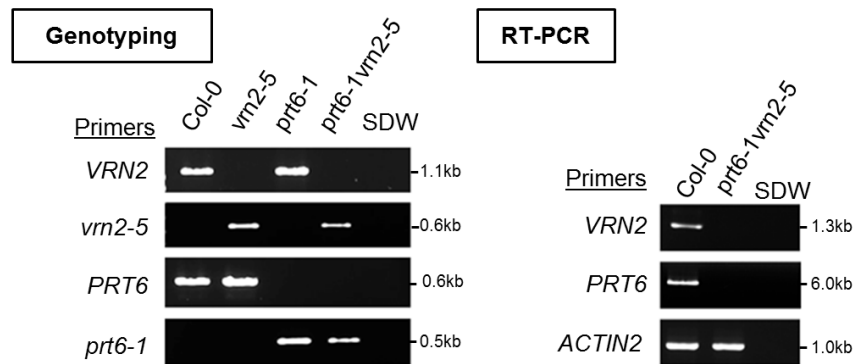

Supplementary Figure 5. Genotyping of new mutant lines and combinations used in this study. Schematic shows location of *vrn2-5* T-DNA insertion in the VRN2 gene and protein. VEFS box = (VRN2-EMF2-FIS2-Su[z]12) box, a critical functional domain found in Su(z)12 proteins. Genotyping data confirming homozygosity for combination mutants is shown, as is RT-PCR confirming knock out of full length mRNA.

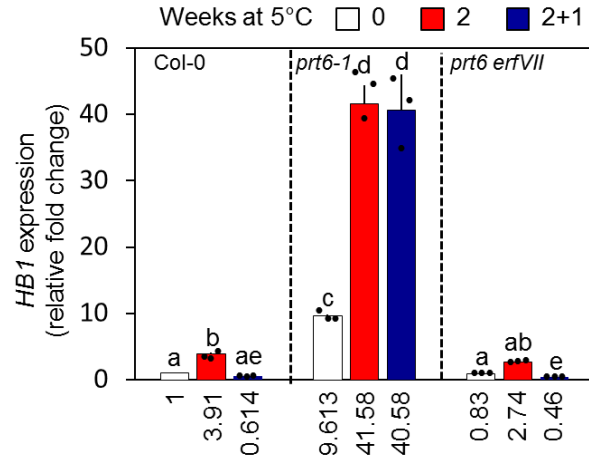

Supplementary Figure 6. qPCR of *HBI* levels in Col-0, *prt6-1* and *prt6 erfVII* seedlings exposed to 5°C for 0 or 2 weeks, or 2 weeks followed by 1 week at 22C (2+1). Each bar shows the mean of 3 biological reps (dots). Expression values are shown underneath and letters indicate one-way ANOVA; Tukey's test ($P < 0.05$). Data are average of 3 biological reps. Source Data are provided as a Source Data file.

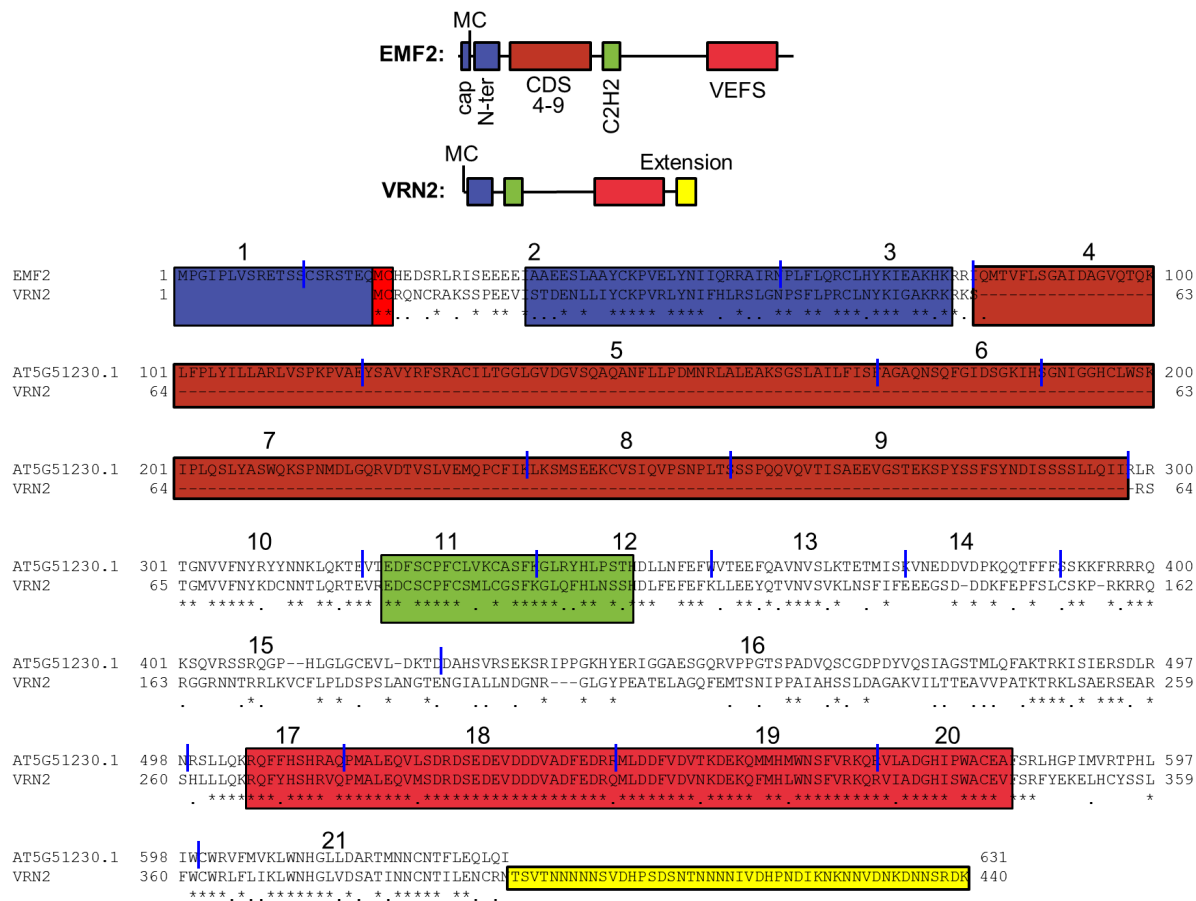

Supplementary Figure 7. Comparison of exon positions in VRN2 and EMF2, with important domains highlighted. Counting relates to the coding sequence (CDS), not exons (first exon is UTR). Positions of domains C2H2 and VEFS taken from uniprot. See also Supplementary Dataset 4.

		N-terminal cap	
Basal angiosperms<br>Basal Eudicots	Amborellales	<i>Amborella trichopoda</i>	1 MGLEPLIVREA-----SHSRSLTEQMCRODSRVHLSVEEAAAAEES 40
	Proteales	<i>Nelumbo nucifera</i>	1 MGLEPLIVARETNP---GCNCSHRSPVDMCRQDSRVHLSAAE 40
	Ranunculales	<i>Eschscholzia californica</i>	1 MGLEPLIVARET-----TYGSGADQMCH-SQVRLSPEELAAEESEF 40
	Brassicales	<i>Arabidopsis thaliana</i>	1 MGILPLVSRETS-----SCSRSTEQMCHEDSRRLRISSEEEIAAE 40
		<i>Tarenaya hassleriana</i>	1 MGILPLVARETS-----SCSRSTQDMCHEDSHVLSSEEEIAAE 40
		<i>Carica papaya</i>	1 MGILPLVARETS-----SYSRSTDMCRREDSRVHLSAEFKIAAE 40
		<i>Citrus sinensis</i>	1 MGILPLVARETS-----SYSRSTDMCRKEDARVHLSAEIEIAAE 40
	Sapindales	<i>Hevea brasiliensis</i>	1 MGILPLVARETS-----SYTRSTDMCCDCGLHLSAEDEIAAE 40
	Malpighiales	<i>Ricinus communis</i>	1 MGILPLVARETS-----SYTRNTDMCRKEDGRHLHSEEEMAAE 40
	Malvales	<i>Durio zibethinus</i>	1 MGILPLVARETS-----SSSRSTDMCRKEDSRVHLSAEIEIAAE 40
Eudicots	Rosids	<i>Gossypium hirsutum</i>	1 MGILPLVARETS-----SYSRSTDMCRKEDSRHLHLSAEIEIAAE 40
		<i>Vitis vinifera</i>	1 MGILPLVARET-----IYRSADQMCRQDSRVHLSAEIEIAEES 40
		<i>Momordica charantia</i>	1 MGILPLVARET-----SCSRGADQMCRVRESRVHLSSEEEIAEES 40
		<i>Cucumis melo</i>	1 MGILPLVARET-----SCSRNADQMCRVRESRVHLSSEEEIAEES 40
	Myrtales	<i>Eucalyptus grandis</i>	1 MGVLPLARQA-----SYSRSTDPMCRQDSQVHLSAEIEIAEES 40
	Fabales	<i>Lupinus angustifolius</i>	1 MGILPVSARENL-----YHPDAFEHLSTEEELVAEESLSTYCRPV 40
		<i>Glycine max</i>	1 MGILPVAARATS-----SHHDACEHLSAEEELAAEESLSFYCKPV 40
	Lamiales	<i>Phaseolus vulgaris</i>	1 MGILPVAARATS-----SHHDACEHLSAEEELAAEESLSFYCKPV 40
		<i>Sesamum indicum</i>	1 MGILPLVARETA--NCACNCSYRGAEHMCRODPRHLSAAE 40
	Asterids	<i>Erythraanthus guttata</i>	1 MGILPLVARETA--NCVCNCSYPRGADHMCRODPRHLSAAE 40
Core eudicots	Solanales	<i>Nicotiana glauca</i>	1 MGILPLVARET--HYTCYSYSTVTDSCRODPRHLSAAE 40
		<i>Solanum tuberosum</i>	1 MGILPLVARET--NYTCYSYSTVTDSCRODPRHLSAAE 40
	Apiales	<i>Daucus carota</i>	1 MGILPLSNDP-----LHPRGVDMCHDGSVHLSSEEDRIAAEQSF 40
		<i>Beta vulgaris</i>	1 MGILPLVARETM-----YQSRNGDMPCRODLSVHLSAEIEIAAE 40
	Caryophyllales	<i>Chenopodium quinoa</i>	1 MGILPLVARETI-----SQSRNGDMSCRODLSVHLSAEIEIAAE 40
		<i>Spinacia oleracea</i>	1 MGILPLVARETI-----SQSRNGDMPCRODLSVHLSAEIEIAAE 40
Monocots	Arecales	<i>Phoenix dactylifera</i>	1 MGILPLVARETT-----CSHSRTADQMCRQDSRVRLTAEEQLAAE 40
		<i>Asparagus officinalis</i>	1 MGILPLVARETM--NHGSCSCSQSR-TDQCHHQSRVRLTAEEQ 40
	Zingiberales	<i>Musa acuminata</i>	1 MGILPLVARETT--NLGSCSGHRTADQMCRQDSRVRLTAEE 40
		<i>Ananas comosus</i>	1 MGILPLVARETT--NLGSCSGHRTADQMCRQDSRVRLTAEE 40
	Poales	<i>Oryza sativa</i>	1 MGLEPLTHDAV--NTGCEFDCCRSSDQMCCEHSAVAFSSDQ 40
		<i>Brachypodium distachyon</i>	1 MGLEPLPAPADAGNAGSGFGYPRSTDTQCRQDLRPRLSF 40
	Setariales	<i>Setaria italica</i>	1 MGLEPLPQPPAQ--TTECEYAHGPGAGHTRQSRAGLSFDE 40
		<i>Sorghum bicolor</i>	1 MGLEPLPQPPAQ--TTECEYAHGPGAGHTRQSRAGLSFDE 40
	Zea mays	<i>Zea mays</i>	1 MGLEPLPQPPAQ--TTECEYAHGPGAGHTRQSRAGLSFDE 40
		<i>Hordeum vulgare EMF2b</i>	1 MGLEPLPQPPAQ--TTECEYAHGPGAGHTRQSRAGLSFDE 40
Basal angiosperms<br>Basal Eudicots	Amborellales	<i>Amborella trichopoda</i>	1 MGLEPLVARETTNP---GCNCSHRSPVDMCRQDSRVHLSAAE 40
		<i>Nelumbo nucifera</i>	1 MGLEPLVARET-----TYGSGADQMCH-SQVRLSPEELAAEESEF 40
	Brassicales	<i>Arabidopsis thaliana</i>	1 MGILPLVSRETS-----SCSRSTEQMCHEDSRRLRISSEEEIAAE 40
		<i>Tarenaya hassleriana</i>	1 MGILPLVARETS-----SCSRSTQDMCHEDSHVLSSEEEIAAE 40
		<i>Carica papaya</i>	1 MGILPLVARETS-----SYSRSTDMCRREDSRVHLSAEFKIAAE 40
		<i>Citrus sinensis</i>	1 MGILPLVARETS-----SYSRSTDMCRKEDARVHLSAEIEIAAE 40
	Sapindales	<i>Hevea brasiliensis</i>	1 MGILPLVARETS-----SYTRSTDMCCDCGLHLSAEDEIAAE 40
	Malpighiales	<i>Ricinus communis</i>	1 MGILPLVARETS-----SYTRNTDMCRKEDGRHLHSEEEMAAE 40
	Malvales	<i>Durio zibethinus</i>	1 MGILPLVARETS-----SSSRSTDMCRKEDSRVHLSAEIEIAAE 40
	Myrtales	<i>Eucalyptus grandis</i>	1 MGVLPLARQA-----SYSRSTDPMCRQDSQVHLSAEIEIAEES 40

Supplementary Figure 8. Alignment of EMF2 Nt-sequences from diverse taxa showing divergence of the internal MC dipeptide at the C-terminal end of the Nt-cap domain (for full sequence details see Supplementary Dataset 3)

Supplementary Table 1. List of oligonucleotide primers

Primer name	Gene ID	sequence
**<i>Primers for RT-PCR</i>**		
VRN2 F	At4g16845	ATGTGTAGGCAGAATTGTCGCGC
VRN2 R	At4g16845	TTACTTGTCTCTGCTGTTATTGTCC
GUS fusion R	-	TGGCACAGCAATTGCCCCGC
FLAG fusion R	-	CTTATCGTCGTCATCCTTGTAATC
VIN3 F	At5g57380	GCTTCGCTCTCAAAGATCTGGC
VIN3 R	At5g57380	CCAAAGCTTGAGGCAGATCCC
PRT6 F	At5g02310	GTTTGCTACAGGCTACAAAGT
PRT6 R	At5g02310	GGTCAAGAGTGTCAACCATGATC
ACTIN2 F	At3g18780	ATGGCTGAGGCTGATGATATTC
ACTIN2 R	At3g18780	AGAAACATTTTCTGTGAACGATTC
ADH1 F	At1g77120	TCTACCACCGGACAGATTATTCG
ADH1 R	At1g77120	TCAAGCACCCATGGTGATGATGC
HB1 F	At2g16060	ATGGAGAGTGAAGGAAAGATTGTG
HB1 R	At2g16060	TTAGTTGGAAAGATTCATTTTCAGC
PDC1 F	At4g33070	GGACACCAAAATCGGATCGAT C
PDC1 R	At4g33070	CTACTGAGGATTGGGAGGACG
SUS4 F	At3g43190	AACGCAGAACGTGTAATAACG
SUS4 R	At3g43190	CTCGGAGTGATGTTGAGTCC
PCO1 F	At5g15120	TGGGGTTTGAGATGAAACCAG
PCO1 R	At5g15120	TCAATCTTCAACCTTTGGGCC
LBD41 F	At3g02550	ATGTCGGAGAGACCAAGCCG
LBD41 R	At3g02550	TTAATTAGAAGAGGCGTTCCC
HUP7 F	At1g43800	GCTTGCGCACAAAGTCTCTTC
HUP7 R	At1g43800	TTACACACTAATCTGCTTATCG
HUP40 F	At4g24110	TGTAGGTCGCCCCGATTTCG
HUP40 R	At4g24110	AGAAGAAGGTTCTTCTTGTCC
tEMF2 F	At5g51230	ATGTGCCATGAAGACTCCCGTC
3xHA R	-	TTAGTCGGGCACGTCGTAGGG
**<i>Primers for qPCR</i>**		
qPCR FLC F	At5g10140	AGCCAAGAAGACCGAACTCA
qPCR FLC R	At5g10140	TTTGTCCAGCAGGTGACATC
qPCR ADH1 F	At1g77120	GGTCTTGGTGCTGTTGTTT
qPCR ADH1 R	At1g77120	CTCAGCGATCACCTGTTGAA
qPCR ACTIN2 F	At3g18780	TCGTACAACCGGTATTGTGCTG
qPCR ACTIN2 R	At3g18780	TTACAATTTCCCGCTCTGCTG

**Primers for genotyping**		
vrn2-5(SALK)LP	-	GTTTGTTCATCATGACACCCC
vrn2-5(SALK)RP	-	TTTGAGTCACTGGGATGATCC
SALK LBb1.3	-	ATTTTGCCGATTTCGGAAC
prt6-1 LP	-	GGAGTTTTCTATGTCCAGTGAGAGTTT
prt6-1 RP	-	GTCTCCAATGACACGTTCACTTGTCT
prt6-1 BP		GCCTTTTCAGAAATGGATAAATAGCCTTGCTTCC
**Primers for cloning pVRN2::(MC/MA)VRN2-GUS**		
pVRN2 F attB	At4g16845	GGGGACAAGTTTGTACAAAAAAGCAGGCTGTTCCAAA<br>AGCAACATGTTG
VRN2 R attB	At4g16845	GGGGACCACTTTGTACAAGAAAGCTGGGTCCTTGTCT<br>CTGCTGTTATTGTC
VRN2 SDM F	At4g16845	CAAGAATGGCTAGGCAGAATTG
VRN2 SDM R	At4g16845	CAATTCTGCCTAGCCATTCTTG
**Primers for cloning 35S::tEMF2-HA**		
tEMFc F	At5g51230	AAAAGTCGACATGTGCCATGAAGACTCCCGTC
EMF2 R	At5g51230	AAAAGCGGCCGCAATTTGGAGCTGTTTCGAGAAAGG
**Primers for cloning in vitro expression constructs**		
HvEMF2c F	AB085819.1	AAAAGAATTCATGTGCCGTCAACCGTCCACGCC
C2A-HvEMF2c F	AB085819.1	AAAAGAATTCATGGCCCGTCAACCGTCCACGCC
HvEMF2c R	AB085819.1	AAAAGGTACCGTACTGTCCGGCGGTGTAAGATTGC
EMF2 F	At5g51230	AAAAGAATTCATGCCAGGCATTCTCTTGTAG
tEMFc F	At5g51230	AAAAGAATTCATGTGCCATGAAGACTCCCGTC
C2A-tEMF2 F	At5g51230	AAAAGAATTCATGGCCCATGAAGACTCCCG
EMF2 R	At5g51230	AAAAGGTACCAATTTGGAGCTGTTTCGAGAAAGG
**PCO cloning primers:**		
PCO1 pET28 F	At5g15120	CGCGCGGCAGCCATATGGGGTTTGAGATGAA
PCO1 pET28 R	At5g15120	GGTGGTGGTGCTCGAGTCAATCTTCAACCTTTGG
PCO2 pET28 F	At5g39890	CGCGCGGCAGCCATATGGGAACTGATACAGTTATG
PCO2 pET28 R	At5g39890	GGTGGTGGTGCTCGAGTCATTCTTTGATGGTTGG
PCO3 pET28 F	At1g18490	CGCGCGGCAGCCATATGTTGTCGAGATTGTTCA
PCO3 pET28 R	At1g18490	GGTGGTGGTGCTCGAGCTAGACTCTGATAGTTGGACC<br>A
PCO4 pET28 F	At2g42670	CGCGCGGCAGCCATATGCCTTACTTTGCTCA
PCO4 pET28 R	At2g42670	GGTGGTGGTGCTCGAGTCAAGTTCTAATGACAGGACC
PCO5 pET28 F	At3g58670	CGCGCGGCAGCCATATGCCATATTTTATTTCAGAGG
PCO5 pET28 R	At3g58670	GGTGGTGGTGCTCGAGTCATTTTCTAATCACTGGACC

# Supplementary material for: Oxygen-dependent proteolysis regulates the stability of angiosperm polycomb repressive complex 2 subunit VERNALIZATION 2
**Source:** Nat Commun. 2018 Dec 21;9:5438. doi: 10.1038/s41467-018-07875-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Differentially expressed gene lists

File Name: Supplementary Data 2

Description: VRN2 orthologous sequences representing diverse clades of flowering plants

File Name: Supplementary Data 3

Description: EMF2 orthologous sequences representing diverse clades of flowering plants.

File Name: Supplementary Data 4

Description: EMF2 and VRN2 orthologous sequences representing diverse clades of land plants

# Supplementary material for: Oxygen-dependent proteolysis regulates the stability of angiosperm polycomb repressive complex 2 subunit VERNALIZATION 2
**Source:** Nat Commun. 2018 Dec 21;9:5438. doi: 10.1038/s41467-018-07875-7
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated
- ☐ ☒ Clearly defined error bars
State explicitly what error bars represent (e.g. SD, SE, CI)

Our web collection on [statistics for biologists](#) may be useful.

Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection

Data analysis

for RNAseq analysis the following two pieces of software were used:
Kallisto: <https://pachterlab.github.io/kallisto/about>
DESeq2: <https://bioconductor.org/packages/release/bioc/html/DESeq2.html>
See Methods section for further details.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The source data underlying all figures can be found in the Source Data file.

Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Unless specifically stated, all experiments were done with at least three biological replicates.
Data exclusions	No data was excluded.
Replication	Biological replicates of plant samples were grown on separate plates and treated as independent samples throughout all experimental procedures.
Randomization	For physiological analyses (e.g. waterlogging experiments), plant lay out was randomised. See methods section for further details.
Blinding	No blinding was used in this study.

Reporting for specific materials, systems and methods

Materials & experimental systems

n/a	Involved in the study
☒	☐ Unique biological materials
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☒	☐ Human research participants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	anti-HA (Sigma-Aldrich; H3663); anti-GUS (Sigma-Aldrich; G5420); anti-FLAG (Sigma-Aldrich; F1804); HRP-conjugated anti-mouse and rabbit secondary antibodies (Santa Cruz; sc-358914 and sc-2004).
Validation	All antibodies have been validated as specific towards the respective epitope tag by Western blot.

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.

Instrument

Identify the instrument used for data collection, specifying make and model number.

Software

Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.

Cell population abundance

Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.

Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

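RNA-seq of wild-type (Col-0) Arabidopsis seedlings compares 3 libraries of non-vernalized seedlings (0v) with 3 of seedlings vernalized for 4 weeks (4v). Conditions and replicate numbers come from the sample labels and the paper's methods, and the paper's reporting summary states that replicates were grown on separate plates. The days of growth at each temperature come from the experimental overview in the paper's supplement. All 6 samples were mapped.

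The authors prepared libraries with the Illumina TruSeq mRNA kit, sequenced read pairs of 75 bases, quantified them with Kallisto against TAIR10 and processed the counts with DESeq2. No versions of these tools are given in the sources used here. The deposited signal of each gene in each library is a count divided by a size factor. The authors' deposited log2 fold changes are those of 0v over 4v, with shrinkage, and were turned to 4v over 0v here. The authors' deposited p-values and adjusted p-values come from the same DESeq2 comparison and are blank for 55 genes. The deposited table holds 18369 genes. One was left out because its values are displaced, and 18368 were used. Another 20 columns that carry no sample name were not used. The deposited mean of each gene lies within 1% of the mean of the 6 libraries for 1464 genes (7.97%), so it was not used either, and the authors' comparison is not known to have held these 6 libraries alone. That limit applies to each log2 fold change and p-value taken from the deposited table. Coordinates are those of the deposited table, and 18306 of the 18307 genes matched to the RefSeq annotation of TAIR10.1 had the same coordinates there.

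Reads per library ranged from 1645379 to 20005225 in 0v (median 1785974) and from 1636687 to 23141488 in 4v (median 1836717), with the highest total 12.2 and 14.1 times the lowest. In the shallow libraries 24.2% to 29.6% of the genes had under 10 reads, and in the deep ones 2.52% and 1.06%. Values of low genes in the 4 shallow libraries thus rest on few reads.

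The main test was limma 3.58.1 (R 4.3.3; linear model and eBayes with trend) on log2(normalized count + 4), for genes with a mean of at least 10, with Benjamini-Hochberg adjustment over 16771 genes. The design assumed normalized values rather than raw counts, and the deposited values fit that. The paper's thresholds, a change of at least 1.5-fold at an unadjusted p under 0.05, were applied to the same model. Counts of listed genes were compared with Fisher's exact test, and lists with camera (preset correlation 0.01, or estimated) and fry. For 17 lists other than those of hypoxia genes and of genes named in the paper, these p-values were adjusted together.

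The genes named are those that the paper names, the 12 genes of the Fig. 4a heat map, the 10 largest rises and the 10 largest falls among genes with an adjusted p under 0.05, a mean of at least 50 and no overlap between the groups, and from each list at most 4 members with the smallest adjusted p together with members that go against the list. A few further genes were named after their values were seen: the other members of the hypoxia-response list that passed, genes that set a library apart (*TOC1*, *COR27*, *GRP7*, *WRKY40*), the touch genes *TCH3* and *TCH4*, and list members that did not pass. Values in the first 1035 rows of Supplementary Data 1 had been seen in part when the rule was written. The lists cover hypoxia, fermentation, cold, sugars and proline, vernalization and flowering, Polycomb, the N-end rule pathway, nitric oxide, photosynthesis, flavonoids, the clock, salicylic acid, senescence, heat shock, cell division, and markers of the shoot meristem, root hairs and the root. Genes of a sugar starvation response, evening and morning clock genes and touch-response genes were listed afterwards. *PR1*, *LDOX* and *SUS1* had 0 reads in all 0v libraries, and taking them at a floor of 3 reads over the group moved the median of 1 list, that of flavonoids, from 1.60 to 1.63.

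The test was tried on simulated data drawn at the real means, spreads and library sizes. With 16426 genes, of which a few were changed in either direction, 4 of 96 genes changed 2-fold were called (4.17%) and 60 of 98 changed 4-fold (61.2%), and 8.57% of the calls were unchanged genes. With changes in as many genes and of the sizes seen here, 1375 of 2255 changed genes among 16437 were called (61.0%) and 4.98% of the calls were unchanged genes.

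The alternatives were pseudocounts of 1 and 16, no filter and a filter at a mean of 50, the replicate number as a block, quantile normalization, eBayes without trend, sample weights, limma-voom, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, reads thinned to 1636687 per library, the authors' deposited p-values over the genes tested here, and leaving out each library. The 4 shallow libraries alone and depth class as a covariate were added after seeing the data. All 10 splits of the 6 libraries into 2 groups of 3 were fitted. Preparation of the tables and the figures used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.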

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

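The tests of depth for hypoxia-response genes and for clock genes, of a sugar starvation response and of RNA from cold-treated seedlings were chosen only after the results they bear on had been seen.

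The paper reports on genes that rose in the cold, and 1172 genes were lower in 4v (519 without 0v replicate 1, 756 without 0v replicate 2, and 400, 497 and 485 without 4v replicates 1, 2 and 3). The largest falls among the genes that passed were those of *AT3G24100* (−6.24), *DIN10* (−5.96), the threonine aldolase gene *THA1* (−5.17), the tonoplast aquaporin gene *TIP2-2* (−4.88), *AT2G15880* (−4.85), *ATDR4* (−4.68), *AT4G23680* (−4.60), *AT4G36850* (−4.57), *MLP328* (−4.27) and the Rubisco small subunit gene *RBCS3B* (−4.24), all log2 fold changes. *DIN10* had 9262 ± 3017 normalized counts (SD, n = 3) in 0v (adjusted *p* = 0.000262 from limma). The calls of *THA1* and *AT4G23680* were the least firm: they were lost under 5 and 13 of 21 alternatives. That of *THA1* was lost without 0v replicate 1, 4v replicate 1 or 4v replicate 3, and that of *AT4G23680* without any 1 library other than 4v replicate 2 (without 4v replicate 1, adjusted *p* = 0.0747 and 0.138 from limma; ranges over the alternatives 0.00318 to 0.195 and 0.00417 to 0.177). In the authors' deposited table the log2 fold changes of *THA1*, *AT4G23680* and *AT2G15880* are −1.55, −1.99 and −3.40.

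Of the gene lists outside those the paper discusses, 5 passed camera with a preset correlation and none of them with an estimated one. Their median log2 fold changes were 2.73 for the cold regulon, 1.1 for galactinol, raffinose, proline and starch, 1.88 for salicylic acid and defence (adjusted *p* = 0.24 with an estimated correlation for each of these 3), 1.60 for flavonoids and anthocyanins, of which 2 of 14 tested genes passed (adjusted *p* = 0.59 with an estimated correlation; median 1.01 without 0v replicate 3), and −0.95 for photosynthesis. Of 26 tested photosynthesis genes 6 were lower and 20 did not pass (14 lower when adjusted over the list alone; adjusted *p* = 6.74e-06 from limma's camera, and adjusted *p* = 0.621 with an estimated correlation). The count of 6 was 19 without 0v replicate 3 and 2 without any 1 of the other libraries, and it was 16 with limma-voom, 10 with edgeR, 19 with DESeq2, 12 in the 4 shallow libraries alone and 2 with thinned reads. *RBCS3B* and *RBCS2B*, copies that may share reads, had log2 fold changes of −4.24 and −3.62, and the antenna gene *LHCA3* had −1.32, a call that was lost without any 1 library other than 0v replicate 3 (adjusted *p* up to 0.109 from limma). Other Rubisco small subunit genes of the list did not share that fall. In the authors' deposited table *RBCS1A* and *RBCS1B* have −0.15 and −0.07, against −4.09 for *RBCS3B* and −3.38 for *RBCS2B*. The antenna genes *LHCB1.1*, *LHCB1.3* and *LHCB2.1* had values of 0.60, 0.58 and 0.11 and did not pass. With quantile normalization the median of the list was −0.15 and its adjusted *p* = 0.0517 from limma's camera.

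Outside the heat map, the hypoxia-response genes that passed were 2 higher and 7 lower in 4v (0 and 4 without 4v replicate 1, and 0, 0, 1 and 5 higher without 0v replicate 2, 4v replicate 2, 4v replicate 3 and 0v replicate 3). The whole list had 10 higher and 7 lower. Since the heat map genes were chosen for rising on these samples, leaving them out itself tips the balance to falls, and no direction of the rest can be read from it. A difference in depth between libraries is argued against as the whole cause of these calls, since the 4 shallow libraries, which have a like depth, called 8 of the 36 tested genes, 3 higher and 5 lower, of which 6 were among the 9 called with all libraries. A candidate explanation of the 7 falls is a sugar starvation response that is weaker in 4v: of 15 tested starvation genes outside the hypoxia list, leaving out 4 seen before, 8 were lower and 7 did not pass (4 lower without 4v replicate 1), with a median of −1.71. As these genes are not on the hypoxia list, their fall does not show what lowered its members. The median of the starvation genes was −1.21 in the 4 shallow libraries and −2.31 between the deep ones. Their *p* of 8.57e-08 from camera with a preset correlation became a *p* of 0.137 with an estimated correlation. The age of the seedlings differs between the groups as temperature does and stays open, untested.

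In 0v replicate 3, clock genes of the evening were high and those of the morning low against 0v replicates 1 and 2, by 3.66 on the log2 scale over 12 genes, and *RD29A* stood at 9.36% of its rise in 4v. Depth is argued against, since the contrast was 2.95 in reads thinned to the shallowest library. RNA of cold-treated seedlings in that library, at the share shown by *RD29A*, is argued against by *KIN1* and *COR15A*. They stood at 0.159% and 0.0492% of their rise in 4v. With these 2 included, the other 9 of the 10 genes with the largest rise among those that passed stood at a median of 1.70%, with none above 4.23%. The 10 genes were picked for not overlapping between the groups, so that a gene high in 0v replicate 3 was less likely to be among them. That median and that highest value are thus not independent evidence. Harvest at another time of day is a candidate explanation, since 10 clock-controlled genes not looked at before gave a contrast of 3.98, against −0.27 between 0v replicates 1 and 2 and −0.17 for 4v replicate 2 against the rest of its group. The design names no time of harvest, and no other biological explanation was tested.

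In 4v replicate 1, *CML38*, *CYP707A3* and other genes of fast responses had the highest values of its group. Depth is argued against, since the median log2 ratio over 8 touch and fast-response genes not looked at before was 1.32 against 4v replicate 3, which has a like depth. A touch or handling response at harvest is a candidate explanation, since over these genes the library lay 1.24 above the other 2 of its group. Measured in the same way, 4v replicates 2 and 3 lay at −0.86 and −0.31, values that replicate 1 itself lowers. The 0v replicates lay at 0.38, 0.03 and −0.23. *WRKY40*, which had the largest ratio over 4v replicate 3 (1.98), had 439 normalized counts there, against 38.7 and 108 in 4v replicates 2 and 3. The touch genes *TCH4* and *TCH3* had the smallest ratios (0.36 and 0.64), so that the genes named for touch did not lead the rise. The design gives no condition that sets this library apart, and no other biological explanation was tested.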

How the results depend on the processing

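Over 21 alternatives no value that passed the threshold changed direction. Of 568 values that answer a comparison, the 17 list medians included, 527 kept their side of the threshold or stayed within 1.5-fold. For 131 other named or listed genes, of which 89 passed, 2372 of 2714 values did so, and 288 lost and 54 gained an adjusted *p* under 0.05. Of the 89, 36 passed under each alternative that gave a value, among them *SUS3*, *KIN1*, *COR15A* and *DIN10*. *ADH1* and *PDC1*, which are counted among the 568 values, also passed under all 21 alternatives. The 4 shallow libraries alone and depth class as a covariate were chosen after seeing the data. With reads thinned to the shallowest library 191 genes were higher and 259 lower, 1490 were higher at the paper's thresholds, 3 hypoxia-response genes were higher, 1 of them outside the heat map, and *VIN3* had a log2 fold change of 3.67 (adjusted *p* = 0.0704 from limma; range over the alternatives 2.06e-07 to 0.0704). limma-voom gave 2498 higher and 2318 lower genes and an odds ratio of 1.91 for the hypoxia-response list, and the authors' deposited *p*-values gave 2170 and 2312. The hypoxia-response genes outside the heat map that were higher numbered 1 with a filter at a mean of 50 and 1 with quantile normalization. The median of the hypoxia-response list, 0.55, passed with fry. For thinned reads, voom, the authors' *p*-values, quantile normalization and fry the cause was not tested. The filter at a mean of 50 left no value for *VIN3*. With quantile normalization the median of the photosynthesis list was −0.15 and no longer passed, and in the 4 shallow libraries alone the median of the vernalization and flowering list was 0.61 and passed camera with a preset correlation (adjusted *p* = 0.542 with an estimated one).

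Leaving out 1 library, which leaves fewer samples, gave 260 (without 4v replicate 1) to 1521 (without 0v replicate 3) genes higher, 400 to 1440 lower and 1794 to 2497 higher at the paper's thresholds. Hypoxia-response genes that were higher ranged from 3 to 13 and those outside the heat map from 0 to 5. The list's median ranged from 0.35 to 0.71, and without 4v replicate 2 it passed camera with a preset correlation (*p* = 0.0763 with an estimated one). Its odds ratio ranged from 2.96 to 5.68. Log2 fold changes ranged from 4.50 to 5.18 for *ADH1*, 3.57 to 4.10 for *PDC1* and 3.72 to 4.54 for *VIN3*, and 6 to 7 other lists passed camera with a preset correlation and 0 with an estimated one. The median of the vernalization and flowering list ranged from 0.32 to 0.63, and it passed camera with a preset correlation without 0v replicate 3 (adjusted *p* = 0.404 with an estimated one).

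The replicate numbers are shared by both groups, but same-numbered libraries were not the most alike: their deviations from the group means had correlations of 0.065, −0.131 and −0.132, and 0v replicate 1 correlated best with 4v replicate 3 (0.074) and 0v replicate 3 with 4v replicate 2 (0.271), the other deep library. Deviations within a group of 3 depend on each other and on depth, so that these values cannot exclude a pairing by number. With the replicate number as a block, 481 genes were higher and 567 lower, of which 466 and 560 were called without it, 6 hypoxia-response genes were higher, and 1 outside the heat map.

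Depth limits the values of low genes: 24.2% to 29.6% of the genes had under 10 reads in the shallow libraries. It alone does not set the number of calls, since the 4 shallow libraries called 762 and 863 genes at about the depth at which thinned reads of all 6 called 191 and 259. At the depths and spreads of these 6 libraries 4 of 96 simulated genes changed 2-fold were called. Few genes were changed in that simulation, which makes the adjustment stricter than in the data, so that this share does not hold for them. With changes in as many genes and of the sizes seen here, 1375 of 2255 changed genes were called (61.0%), not split by size. A gene that did not pass may thus still have changed, as *PCO1* (0.81) passed with limma-voom.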

Differences from the paper's values

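The paper's qPCR of *ADH1* in Col-0 (Fig. 4c, source data) gives a log2 fold change of 3.49 in 4v over 0v (the paper's value, SD 0.03 over 3 repeats), and the value here is 4.85. The larger of the SDs of the log2 values within 0v and within 4v was 0.69. It is a spread between the replicates of 1 group and not an error of the fold change. Of the alternatives set before the data were examined, the authors' deposited fold changes (4.02) lie within that spread of the qPCR value. All the others, from 4.35 to 5.18, lie above that range. The authors' fold changes are shrunken and not known to rest on these 6 libraries alone, the paper's text does not say whether the qPCR used the sequenced RNA, and the cause of the difference was not tested.

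The Fig. 4a heat map presents its 12 genes as induced in 4v, with marks of significance. All 12 had a positive log2 fold change here, in each alternative that tested them, 9 passed at the paper's thresholds and 8 at an adjusted *p* under 0.05 from limma. The other 4 were *PCO1*, *AT4G17670*, *CYP707A3* and *AT3G27220*. limma-voom on the recovered reads and the authors' deposited *p*-values, adjusted over the genes tested here, also pass *PCO1* and *AT4G17670* (10 genes each), and none of the 21 alternatives passes *CYP707A3* or *AT3G27220*. In the authors' deposited table 11 of the 12 pass the paper's thresholds, and *CYP707A3* has an unadjusted *p* of 0.0535. The figure, its bracket read by eye, marks 11 genes with its smaller *p*, while the authors' deposited *p*-values of *SRO5*, *CML38* and *AT4G17670* are 0.00237, 0.00109 and 0.00503.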

Other observations

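The splits of the libraries were tested only after the counts they bear on had been seen.

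Regulators of flowering moved in part. Of 17 tested genes of vernalization and flowering time, 4 were higher and 1 was lower in 4v (5 and 1 when adjusted over the list alone; adjusted *p* = 0.0997 from limma's camera). The floral integrator *SOC1* had 147 ± 40.3 normalized counts (SD, n = 3) in 0v and 405 ± 13.3 in 4v (log2 fold change 1.47, SE 0.20, adjusted *p* = 0.00753 from limma), and *VIN3*, *FLM* (1.02) and *GI* (1.58) were the other 3. The floral repressor *FLC*, which vernalization silences, went from 73.2 ± 20.7 to 24.7 ± 8.38 (log2 fold change −1.44, SE 0.35, adjusted *p* = 0.0395 from limma). Its call was lost under 9 of 20 alternatives, among them leaving out any one of the libraries (*p* range over all alternatives 4.24e-05 to 0.181). The count of 4 higher fell to 2 without 0v replicate 1 or any one of the 4v replicates, where *FLM* no longer passed (adjusted *p* up to 0.087 from limma), and *GI* no longer passed without any 1 library other than 0v replicate 3 (up to 0.128). Of 3 tested shoot meristem genes, *KNAT1* (1.27) and *STM* (0.99) were higher and 1 did not pass, and *STM* no longer passed without any one of the 4v replicates (up to 0.0755).

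Few transcripts of the machinery that the paper studies at the protein level passed the test. *VRN2* had 126 ± 21.4 normalized counts in 0v and 144 ± 6.93 in 4v (log2 fold change 0.21, SE 0.18, adjusted *p* = 0.471 from limma). Of 10 tested Polycomb genes *EMF2* was higher (0.67, adjusted *p* = 0.0256, lost under 9 of 21 alternatives, among them leaving out any 1 library other than 0v replicate 3, adjusted *p* up to 0.0979 from limma) and 9 did not pass. Of 16 tested genes of the N-end rule pathway and its substrates 0 passed with limma, while 2 were lower at an unadjusted *p* under 0.05. limma-voom called 1 higher and 1 lower, edgeR 0 and DESeq2 1 lower, and limma called 2 higher without 0v replicate 3 and 1 lower without 0v replicate 2. Among them, *PRT6*, which the paper finds unchanged by 2 weeks of cold, had a log2 fold change of 1.25 (SE 0.99, adjusted *p* = 0.42), with 0, 41.9 and 52.6 normalized counts in the 0v replicates. The ERFVII genes *RAP2.3*, *RAP2.12*, *RAP2.2* and *HRE1* had values of −0.64, 0.54, 0.34 and 0.65 and did not pass. Without 0v replicate 3, *RAP2.12* (0.81) and *RAP2.2* (0.61) passed as higher, as they did in the 4 shallow libraries alone (0.83 and 0.58), and *RAP2.3* passed as lower without 0v replicate 2 (−0.90), with DESeq2 (−0.70) and with the authors' deposited *p*-values (−0.67). Of 6 tested genes of nitric oxide metabolism 1 was higher, *HB1*, and 5 did not pass (0 higher without 0v replicate 1, 0v replicate 2, 4v replicate 2 or 4v replicate 3). limma-voom and DESeq2 each called 1 higher and 1 lower, edgeR 1 and 0, and the authors' deposited *p*-values 2 and 2. In the authors' deposited table *HB1* (1.06) and *GSNOR1* (0.33) are higher, and the nitrate reductase genes *NIA1* (−0.53) and *NIA2* (−0.45) lower. *SUS4*, which the paper shows for 2 weeks of cold (Fig. 4b), had 0 reads in all 0v libraries and 0, 8.51 and 39.8 normalized counts in the 4v replicates, below the filter. *ACTIN2*, the paper's reference gene, had a log2 fold change of −0.17 (SE 0.21). Of the 22 genes tested among the 26 that the paper names for its own experiments, 5 were higher and 1, *FLC*, was lower (also 5 and 1 when adjusted over the list alone). The count of 5 fell to 3 without 0v replicate 1, 0v replicate 2, 4v replicate 2 or 4v replicate 3.

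Of 17 tested clock genes 1 was higher (*GI*) and 3 were lower, *LNK2* (−2.10), *CHE* (−1.61) and *ZTL* (−0.81), and in the 4 shallow libraries alone 4 were higher and 2 lower. The count of clock genes that were higher was 5 without 0v replicate 3, and that of those lower was 1 without 0v replicate 1, where *CHE* no longer passed (adjusted *p* = 0.0515 from limma). Of 7 tested senescence genes *SEN1* was lower (−3.72), with 16265 normalized counts in 0v replicate 3 against 4205 and 2684 in replicates 1 and 2. Of 12 tested cell division genes *PCNA2* was lower (−0.89), while 10 had a positive log2 fold change and the median of the list was 0.37. *PCNA1* went the other way from *PCNA2*, with 1.39 in the authors' deposited table, and passed as higher under 6 of 21 alternatives. Of 9 tested root genes the aquaporin gene *TIP2;3* (−3.77) and the beta-glucosidase gene *PYK10* (−1.39) were lower. The calls of *GI*, *ZTL*, *PCNA2* and *PYK10* were lost without any 1 library other than 0v replicate 3 (adjusted *p* up to 0.128, 0.14, 0.0981 and 0.0707 from limma), while 1 senescence gene was higher without 0v replicate 3 and 1 cell division gene without 0v replicate 2. Of 3 tested heat shock genes and 3 tested root hair genes 0 passed with limma. At an unadjusted *p* under 0.05, 1 heat shock gene was lower and 0 root hair genes moved, limma-voom called 1 of each higher, and edgeR and DESeq2 called 0. Adjusted over the list alone, 1 and 4 clock genes, 1 and 1 senescence genes, 1 and 1 cell division genes, and 0 and 4 root genes were higher and lower. None of these lists passed camera after adjustment.

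The 6 libraries can be split into 2 groups of 3 in 10 ways, so that a share of splits under 0.05 cannot be reached and these counts cannot decide on chance. The real split gave the highest value each time, in 1 of 10 splits: 2255 genes called against at most 7 in another split, 4366 genes at the paper's thresholds in either direction against at most 690, 17 hypoxia-response genes called against 0, and 6 other gene lists past camera against at most 5. In the last case camera with a preset correlation thus passed nearly as many lists in splits that mix the groups.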
